# Sexual dimorphism of osteoclast reliance on mitochondrial oxidation of energy substrates in the mouse

**DOI:** 10.1172/jci.insight.174293

**Published:** 2023-12-22

**Authors:** Chao Song, Arianna Valeri, Fangfang Song, Xing Ji, Xueyang Liao, Tyler Marmo, Rebecca Seeley, Jared Rutter, Fanxin Long

**Keywords:** Bone Biology, Bioenergetics, Osteoclast/osteoblast biology

## Abstract

Osteoclasts specialize in bone resorption and are critical for bone remodeling. Previous studies have shown that osteoclasts possess abundant mitochondria and derive most energy through oxidative phosphorylation (OXPHOS). However, the energy substrates fueling OXPHOS in osteoclasts remain to be fully defined. Here, we showed that osteoclast differentiation was coupled with increased oxidation of glucose, glutamine, and oleate. Transcriptomic analyses with RNA sequencing revealed marked upregulation of genes participating in OXPHOS and mitochondrial fatty acid oxidation, during osteoclast differentiation. Increased mitochondrial oxidation of long-chain fatty acids was required for osteoclast differentiation in vitro. However, blocking fatty acid oxidation in vivo, by deletion of carnitine palmitoyltransferase 1a (Cpt1a) in osteoclast progenitors, impaired osteoclast formation only in the female mice. The Cpt1a-deficient females were further protected from osteoclast activation by a high-fat diet. The males, on the contrary, exhibited normal bone resorption despite Cpt1a deletion, regardless of the dietary fat content. Moreover, concurrent deletion of mitochondrial pyruvate carrier 1 and Cpt1a, blocking mitochondrial oxidation of both glucose and fatty acids in the osteoclast lineage, failed to impede bone resorption in the males. The study therefore uncovers a female-specific dependence on mitochondrial oxidation of fatty acids and glucose in osteoclasts in vivo.

## Introduction

Osteoclasts are multinucleated cells that resorb bone to initiate bone remodeling that is essential for bone health. Osteoclasts form resorption compartments on the bone surface, locally secreting acids as well as proteolytic enzymes to dissolve minerals and digest bone matrix (1). Under healthy conditions, bone resorption is balanced by de novo bone formation to maintain bone mass, but loss of the balance in favor of resorption causes bone loss and increases bone fragility. Osteoclasts are derived from myeloid lineage cells in response to monocyte/macrophage colony-stimulating factor (M-CSF) and receptor activation of NF-κB ligand (RANKL). Whereas M-CSF promotes proliferation and survival of osteoclast precursors, RANKL drives the differentiation of osteoclasts via the induction of key transcription factors such as c-fos and nuclear factor of activated T cells 1 (Nfatc1) (2). Therapies targeting osteoclasts, including bisphosphates and the more recent RANKL-neutralizing antibody denosumab, have been the mainstay of osteoporosis treatment, but adverse effects including atypical fractures and osteonecrosis of the jaw have been reported (3). Thus, there remains a clinical need for safe and effective antiresorptive agents.

Although much is known about the signals and transcription factors regulating osteoclast differentiation, the bioenergetics of this process is just beginning to be understood. An early study with electron microscopy on bone sections documented that osteoclasts were uniquely abundant with mitochondria, compared with osteoblasts, osteocytes, or endosteal lining cells (4). More recent studies have shown that RANKL upregulates the Pparg coactivator Ppargc1b to stimulate mitochondrial biogenesis in macrophage progenitors and that genetic deletion of Ppargc1b impairs osteoclast function but not differentiation (5, 6). Knockout of Ndufs4, a subunit of complex I of the mitochondrial electron transport chain (ETC), disrupts osteoclast formation and function in the mouse (7). Moreover, the mitochondrial transcription factor Tfam is required for sustaining intracellular ATP levels in mature osteoclasts to support osteoclast survival (8). Despite the prominent role of mitochondria in osteoclasts, much remains unclear about the energy substrates fueling mitochondrial respiration in those cells.

Studies to date have documented the role of glucose in osteoclast differentiation and function. Osteoclasts from chickens, mice, and humans have been shown to rely on glucose for their resorptive activity (9–12). Glycolysis, together with oxidative phosphorylation (OXPHOS), increases with osteoclast differentiation from bone marrow macrophages (13, 14). Knockdown of lactate dehydrogenase, or deletion of the main glucose transporter Glut1, in macrophage progenitors suppresses osteoclast differentiation in vitro (13, 14). However, Glut1 knockout in myeloid lineage cells only modestly decreases the osteoclast number in vivo, and the effect is limited to female mice (13). Thus, other energy substrates besides glucose likely contribute to bioenergetics in osteoclasts.

Free fatty acids are a major class of energy substrates for mammalian cells. In particular, long-chain fatty acids (C11–20) including oleic acid, palmitic acid, and linoleic acid are the most abundant in the blood and tissues (15). Prior to β-oxidation in the mitochondria, long-chain fatty acids are transported into the matrix by a carnitine shuttle. The transport requires coordinated activities of carnitine palmitoyltransferase 1 (Cpt1) (encoded by Cpt1a, Cpt1b, or Cpt1c), which converts fatty acyl-CoA to acylcarnitine at the outer membrane of mitochondria, and Cpt2, which reverses acylcarnitine to acyl-CoA at the inner membrane (16). A previous study showed that suppression of Cpt1a in macrophages mediated polysaccharide-induced inflammatory osteolysis, but a cell-autonomous role for Cpt1a in osteoclast differentiation was not determined (17). In addition, Cpt1a upregulation was shown to promote fusion among osteoclast progenitors isolated from patients with rheumatoid arthritis, but it was unclear whether such a role was unique to the pathological condition (18). Elucidating the role of fatty acid oxidation in osteoclasts is likely to shed light on the mechanistic link between obesity and impaired bone health (19–22). In mice, high-fat diet has been shown to cause bone loss via promotion of osteoclast formation (23). Although obesity has been linked with increased fatty acid oxidation in skeletal muscle and immune cells, a potential connection in osteoclasts is yet to be explored (24, 25).

Here, by employing metabolic and genetic techniques, we show that mitochondrial fatty acid oxidation supports osteoclast differentiation both in vitro and in the mouse. Remarkably, the requirement in vivo applies only to the female mice. Osteoclasts in male mice, on the other hand, are refractory to the blockage of fatty acid or glucose oxidation or both. The study therefore uncovers unexpected sexual dimorphism of energy substrate dependence in osteoclasts in vivo.

## Results

### Fatty acid oxidation is upregulated with osteoclast differentiation.

For osteoclast differentiation, bone marrow macrophages (BMMs) flushed from murine long bones were expanded in the presence of M-CSF before being induced with M-CSF and RANKL (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.174293DS1). Tartrate acid-resistant phosphatase (TRAP) staining detected numerous multinucleated osteoclasts after 4 days of differentiation (Figure 1A). Efficient osteoclast differentiation was verified by the robust induction of osteoclast marker genes from day 0 through day 2 and day 4 differentiation (Supplemental Figure 1, B–G). 

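RNA of osteoclast genes was higher in cultures kept with RANKL for 4 days than in BMMs. Of 17 osteoclast marker genes, 17 were higher in osteoclasts than in BMMs at an adjusted p under 0.05 from limma (17 when adjusted over the list alone), with a median log2 fold change of 4.83. Ctsk (ENSMUSG00000028111, chromosome 3 of GRCm38 from 95499256 to 95509362) encodes the bone matrix protease cathepsin K. It measured 25.9 ± 1.70 TPM in BMMs and 12643 ± 1181 TPM in osteoclasts (SD, n = 3 each), with a log2 fold change of 8.88 (standard error 0.08, adjusted p = 1.8e-10 from limma). Acp5, which encodes TRAP, lies on chromosome 9 from 22126727 to 22135711 (ENSMUSG00000001348). The gene measured 53.8 ± 1.55 TPM in BMMs and 13052 ± 405 TPM in osteoclasts (SD, n = 3 each), for a log2 fold change of 7.90 (standard error 0.05, adjusted p = 4.6e-11 from limma). Dcstamp (ENSMUSG00000022303) encodes a membrane protein needed for cell fusion and lies on chromosome 15 from 39745930 to 39760938. Its level was 1.42 ± 0.0356 TPM in BMMs and 330.3 ± 34.3 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 7.09 (standard error 0.08, adjusted p = 6.7e-10 from limma). Of 18 macrophage marker genes, 16 were lower in osteoclasts, 1, Cd68, was higher and 1, Cx3cr1, did not pass the test (16 lower when adjusted over the list alone). Cd68, a lysosomal glycoprotein, had a log2 fold change of 0.35, and of 0.14 without passing the test after median-ratio scaling of the libraries, and Cx3cr1, a chemokine receptor, passed the test without osteoclast replicate 2 (log2 fold change 0.23). Ccr2, a chemokine receptor of monocytes, fell from 24.6 ± 2.46 TPM to 0.381 ± 0.0892 TPM (SD, n = 3 each). Transcripts of other marrow cells also differed between the groups. Of 9 neutrophil markers that passed the filter on low values, 9 were lower in osteoclasts, and S100a9, a calcium-binding protein of granulocytes, measured 1726 ± 61.3 TPM in BMMs and 10.9 ± 3.65 TPM in osteoclasts (SD, n = 3 each). Of 5 stromal and osteoblast markers that passed the filter, 4 were higher in osteoclasts, among them the collagen gene Col1a1 at 3.87 ± 0.0899 TPM in BMMs and 85.6 ± 10.9 TPM in osteoclasts (SD, n = 3 each).

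The RNA-Seq holds 3 libraries of wild-type BMMs at day 0 and 3 of osteoclasts at day 4, grown with 75 ng/mL RANKL. By the methods, growth medium also held more of the supernatant that supplies M-CSF than differentiation medium did. No library comes from cultures kept to day 4 without RANKL. Effects of RANKL, of M-CSF supply and of time in culture can therefore not be told apart. The methods and the submitters' processing notes give trimming with Trimmomatic 0.36, alignment with STAR 2.5.2b to the mouse build mm10 (GRCm38) and counting of hits per gene. The counting tool, its strand setting and its treatment of reads with several matches are not given in the sources used here. The authors deposited TPM values, which sum to 1000000 in each library, and these were used as deposited. TPM keeps no record of sequencing depth, so the number of reads behind each value is unknown and no counting interval is given. Genes with a mean of at least 1 TPM over the 6 libraries were tested on log2(TPM + 1) with limma, using the intensity trend and Benjamini-Hochberg adjustment. A fold change on this scale understates the change of low genes. Gene lists and the rule for the genes named here were written before the data were examined. Of 12325 genes tested, 5585 were higher and 2901 were lower in osteoclasts, and the median log2 fold change of all genes tested was 0.19. After median-ratio scaling, which sets the typical gene to no change, 4134 genes were higher and 4140 were lower. Of the 8486 genes called without that scaling, 7035 were called in the same direction with it. Across genes, which are not independent replicates, Pearson's r of the log2 values was 0.995 to 0.996 between BMM libraries, 0.987 to 0.992 between osteoclast libraries and 0.883 to 0.890 between the groups. A short locus annotated as a microRNA and chosen after its values were seen, Gm23935 (ENSMUSG00000076258, chromosome 16 from 11144125 to 11144181), took 5.72% to 7.10% of all TPM in the BMM libraries. In osteoclasts it took 3.71% in replicate 1, 0.423% in replicate 2 and 3.52% in replicate 3. The labels call the libraries biological replicates without naming animals or cultures, so the p-values measure only the spread between these libraries.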

To profile the overall transcriptomic changes, we performed RNA-Seq with BMMs before and after osteoclast differentiation (day 0 versus day 4). Ingenuity Pathway Analysis (QIAGEN) of the RNA-Seq data showed that TCA cycle and OXPHOS genes were most significantly upregulated whereas oleate biosynthesis was significantly downregulated in osteoclasts compared with BMMs (Supplemental Figure 1H). 

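Genes of unsaturated fatty acid synthesis were lower in osteoclasts than in BMMs. Of 6 genes listed for oleate biosynthesis that passed the filter, 5 were lower and 1 was higher at an adjusted p under 0.05 from limma (5 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -1.25. Scd1 (ENSMUSG00000037071, chromosome 19 of GRCm38 from 44394455 to 44407879) encodes a stearoyl-CoA desaturase, which makes oleate. It measured 7.41 ± 0.423 TPM in BMMs and 1.90 ± 0.405 TPM in osteoclasts (SD, n = 3 each), with a log2 fold change of -1.54 (standard error 0.12, adjusted p = 8.8e-06 from limma). Scd2, a paralog that may share reads with Scd1 and was named after its values were seen, had a log2 fold change of -1.10. Fads2, which encodes a desaturase of polyunsaturated fatty acids, lies on chromosome 19 from 10062765 to 10101746 (ENSMUSG00000024665). The gene measured 50.7 ± 0.779 TPM in BMMs and 8.18 ± 1.07 TPM in osteoclasts (SD, n = 3 each), for a log2 fold change of -2.50 (standard error 0.09, adjusted p = 1.3e-07 from limma). Fads1, a desaturase of the same polyunsaturated pathway that was also named after its values were seen, had a log2 fold change of -1.39. Cyb5a, the cytochrome b5 that passes electrons to desaturases, fell from 276 ± 4.13 TPM to 128 ± 5.92 TPM (SD, n = 3 each). Cyb5r3, the reductase of cytochrome b5, was the gene that was higher, at 146 ± 2.62 TPM in BMMs and 218 ± 16.7 TPM in osteoclasts (SD, n = 3 each). Of 20 genes of cholesterol synthesis, 13 were lower (12 when adjusted over the list alone).

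Ingenuity's gene sets were not used here, and 28 pathway lists were ranked in their place by camera, a competitive set test run with a preset inter-gene correlation of 0.01. The TCA cycle list ranked 7 with an adjusted p of 2.8e-07 from camera (adjusted p = 0.060 with an estimated correlation), toward osteoclasts. Complex I ranked 6 with an adjusted p of 6.4e-09 from camera (adjusted p = 0.27 with an estimated correlation), also toward osteoclasts. The other complexes pointed the same way, with an adjusted p from camera of 1.2e-05 for complex V, 7.3e-05 for complex III, 7.3e-05 for complex IV and 0.0077 for complex II. With an estimated correlation, camera gave them an adjusted p of 0.19, 0.18, 0.27 and 0.19 in that order. Under all other alternatives, the adjusted p of these 6 lists from camera or fry was 0.013 or lower. Ranked above them toward osteoclasts were the lists of the mitochondrial ribosome (adjusted p = 1.2e-10 from camera, and adjusted p = 0.27 with an estimated correlation), the cytosolic ribosome (1.2e-10 and 0.33) and the osteoclast markers (1.2e-09 and 0.084). This order depends on the preset correlation, since the TCA cycle list had the smallest unadjusted p toward osteoclasts from camera with an estimated correlation (0.0043). List size matters too, as the complexes were ranked apart with 4 to 36 genes each, against 78 and 80 genes in the 2 ribosome lists. Toward BMMs, the oleate biosynthesis list had an adjusted p of 0.0015 from camera (adjusted p = 0.16 with an estimated correlation), and the cholesterol synthesis list one of 2.2e-05 (adjusted p = 0.088 with an estimated correlation). In all, camera called 21 of the 28 lists, and with an estimated correlation it called 0, with 7 at an unadjusted p under 0.05, while fry, which tests whether the genes of a list move one way on balance, called 27. Of 9 neutrophil markers set beside these lists, 9 were lower in osteoclasts, with a median log2 fold change of -5.95.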

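Genes of the TCA cycle and of the nuclear-encoded ETC and ATP synthase were higher in osteoclasts than in BMMs. Of 18 TCA cycle genes, 18 were higher at an adjusted p under 0.05 from limma (18 when adjusted over the list alone), with a median log2 fold change of 1.34 and a range of 0.71 to 2.42. Idh3a (ENSMUSG00000032279) encodes a subunit of the NAD-dependent isocitrate dehydrogenase and lies on chromosome 9 of GRCm38 from 54586334 to 54604661. Its level was 20.2 ± 0.220 TPM in BMMs and 113 ± 8.17 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 2.42 (standard error 0.07, adjusted p = 4.0e-08 from limma). Mdh2 (ENSMUSG00000019179, chromosome 5 from 135778480 to 135790398) encodes the mitochondrial malate dehydrogenase. It measured 130.3 ± 1.43 TPM in BMMs and 677 ± 18.1 TPM in osteoclasts (SD, n = 3 each), with a log2 fold change of 2.37 (standard error 0.05, adjusted p = 6.1e-09 from limma). Sucla2, a subunit of succinyl-CoA synthetase (ENSMUSG00000022110, chromosome 14 from 73525319 to 73596142), changed the least of this list, at 31.1 ± 1.11 TPM in BMMs and 51.7 ± 7.19 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 0.71 (standard error 0.10, adjusted p = 3.2e-04 from limma).
Of 77 nuclear genes of the ETC and ATP synthase, 77 were higher in osteoclasts at an adjusted p under 0.05 from limma (77 when adjusted over the list alone). They are 36 genes of complex I, 4 of complex II, 10 of complex III and cytochrome c, 12 of complex IV and 15 of complex V, and the 4 of complex II are also in the TCA cycle list. The median log2 fold change was 1.55 for complex III, 1.33 for complex II, 1.14 for complex IV, 1.11 for complex V and 1.04 for complex I. Cyc1, which encodes the cytochrome c1 subunit of complex III, lies on chromosome 15 from 76343523 to 76346260 (ENSMUSG00000022551). The gene measured 195 ± 10.0 TPM in BMMs and 854 ± 51.9 TPM in osteoclasts (SD, n = 3 each), for a log2 fold change of 2.13 (standard error 0.06, adjusted p = 5.8e-08 from limma). Ndufv1 (ENSMUSG00000037916) encodes the subunit of complex I that binds NADH and lies on chromosome 19 from 4007384 to 4012806. Its level was 68.5 ± 1.45 TPM in BMMs and 212 ± 9.87 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 1.61 (standard error 0.05, adjusted p = 1.0e-07 from limma). Ndufa7, an accessory subunit of complex I (ENSMUSG00000041881, chromosome 17 from 33824572 to 33838317), changed the least of the 77, at 78.3 ± 1.72 TPM in BMMs and 111 ± 9.70 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 0.50 (standard error 0.07, adjusted p = 3.4e-04 from limma). Atp5g3 encodes the c subunit of ATP synthase and had a log2 fold change of 1.73. Atp5g2, a paralog that may share reads with it, had a log2 fold change of 0.67. Among markers of other marrow cells in the same libraries, the neutrophil granule gene Ngp measured 486 ± 23.6 TPM in BMMs and 1.98 ± 0.405 TPM in osteoclasts (SD, n = 3 each).
Of 12 mitochondrially encoded genes that passed the filter, 8 were higher in osteoclasts and 4 did not pass the test (limma, 8 higher when adjusted over the list alone), whereas 12 were higher without osteoclast replicate 3 and 6 without any 1 of BMM replicate 1, osteoclast replicate 1 and osteoclast replicate 2. mt-Nd4l, a complex I subunit at a log2 fold change of 1.12, lost its call with no filter and when any 1 of BMM replicates 1 and 2 and osteoclast replicates 1 and 2 was left out, at an adjusted p from limma of 0.067 to 0.10. mt-Nd2, a complex I subunit (ENSMUSG00000064345, bases 3914 to 4951 of the mitochondrial genome), measured 634 ± 38.8 TPM in BMMs and 1424 ± 503 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 1.09 (standard error 0.25, adjusted p = 0.0046 from limma). As a set these genes had an adjusted p of 0.072 from camera, and of 0.0031 without osteoclast replicate 3 and 0.021 after median-ratio scaling, in a range of 0.0031 to 0.61 over all alternatives. mt-Co2, a complex IV subunit whose sequence lies almost entirely in annotated nuclear copies as well, was listed at 1.02 ± 0.378 TPM in BMMs and 1.77 ± 0.395 TPM in osteoclasts (SD, n = 3 each), so its level is uncertain. Its call was lost after median-ratio scaling and quantile normalization, with a pseudocount of 0.1 and with no filter. It was also lost when any 1 of BMM replicate 1, BMM replicate 2, osteoclast replicate 1 and osteoclast replicate 2 was left out, at log2 fold changes of 0.32 to 0.49.

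**Figure D1:**
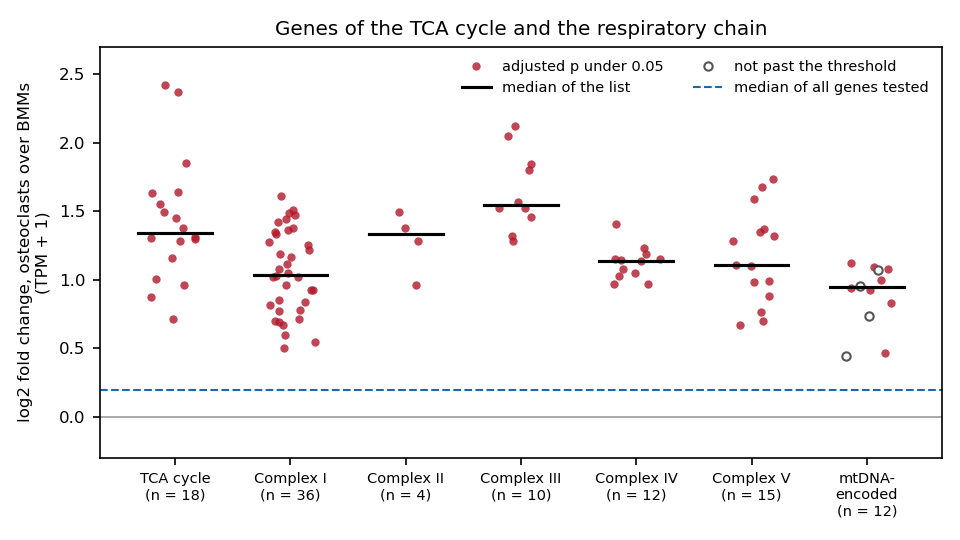
Log2 fold change of osteoclasts over BMMs, on the scale of log2(TPM + 1), for each tested gene of the TCA cycle, of complexes I to V and of the mitochondrial genome. Filled points passed an adjusted p of 0.05 from limma, open points did not, black bars are list medians and the dashed line is the median of all genes tested, below every point of the TCA cycle (lowest 0.71) and of complexes I to V (lowest 0.50).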

Examination of individual genes showed that those encoding the TCA enzymes or components of the ETC were all induced in osteoclasts compared with BMMs (Supplemental Figure 1, I and J). Moreover, genes related to fatty acid oxidation in either peroxisomes or mitochondria were oppositely regulated during osteoclast differentiation. 

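Genes of mitochondrial β-oxidation were mostly higher in osteoclasts, and genes of peroxisomal β-oxidation went in both directions. Of 15 genes of mitochondrial β-oxidation, 14 were higher and 1, Hadh, did not pass the test (limma, adjusted p under 0.05, and 14 higher when adjusted over the list alone), with a median log2 fold change of 0.83. Of 14 genes of peroxisomal β-oxidation that passed the filter on low values, 6 were lower, 4 were higher and 4 did not pass the test (6 lower and 4 higher when adjusted over the list alone). The mitochondrial list had an adjusted p of 0.0015 from camera (adjusted p = 0.25 with an estimated correlation). The peroxisomal list had an adjusted p of 0.17 from camera, toward BMMs. Its median log2 fold change of 0.05 was above 0 but below the 0.19 of all genes tested, and camera compares a list with the other genes.
Acaa2 (ENSMUSG00000036880, chromosome 18 of GRCm38 from 74779197 to 74806208) encodes a mitochondrial thiolase of β-oxidation. It measured 77.0 ± 1.68 TPM in BMMs and 243 ± 3.35 TPM in osteoclasts (SD, n = 3 each), with a log2 fold change of 1.64 (standard error 0.05, adjusted p = 4.9e-08 from limma). Etfdh, which encodes the enzyme that passes electrons from β-oxidation to ubiquinone, lies on chromosome 3 from 79603788 to 79629500 (ENSMUSG00000027809). The gene measured 14.6 ± 0.815 TPM in BMMs and 36.8 ± 1.96 TPM in osteoclasts (SD, n = 3 each), for a log2 fold change of 1.27 (standard error 0.07, adjusted p = 1.3e-06 from limma). Hadh, the hydroxyacyl-CoA dehydrogenase for shorter chains (ENSMUSG00000027984, chromosome 3 from 131233419 to 131272101), measured 30.9 ± 0.640 TPM in BMMs and 30.1 ± 1.40 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of -0.04 (standard error 0.06, adjusted p = 0.59 from limma). Acox3 (ENSMUSG00000029098) encodes a peroxisomal acyl-CoA oxidase for branched chains and lies on chromosome 5 from 35583040 to 35615352. Its level was 31.5 ± 0.383 TPM in BMMs and 13.8 ± 1.54 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of -1.14 (standard error 0.09, adjusted p = 7.6e-06 from limma). Amacr (ENSMUSG00000022244, chromosome 15 from 10981756 to 10996626) encodes a racemase that prepares branched-chain fatty acids for oxidation. It measured 4.64 ± 0.376 TPM in BMMs and 31.2 ± 0.253 TPM in osteoclasts (SD, n = 3 each), with a log2 fold change of 2.51 (standard error 0.07, adjusted p = 5.8e-08 from limma). The peroxins, which build peroxisomes, were listed apart, and 9 of 15 were higher and 6 did not pass the test (9 higher when adjusted over the list alone). After median-ratio scaling, 8 peroxins were higher and 2 were lower. Pex10, a peroxin of the import machinery, measured 4.67 ± 0.102 TPM in BMMs and 36.2 ± 3.01 TPM in osteoclasts (SD, n = 3 each). Among markers of other marrow cells in the same libraries, the granulocyte gene S100a8 measured 524 ± 32.7 TPM in BMMs and 7.69 ± 2.15 TPM in osteoclasts (SD, n = 3 each).
After median-ratio scaling, 11 of the mitochondrial genes were higher and 1, Hadh, was lower, while 7 of the peroxisomal genes were lower and 1, Amacr, was higher. The number of higher peroxisomal genes was 2 without BMM replicate 1.

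**Figure D2:**
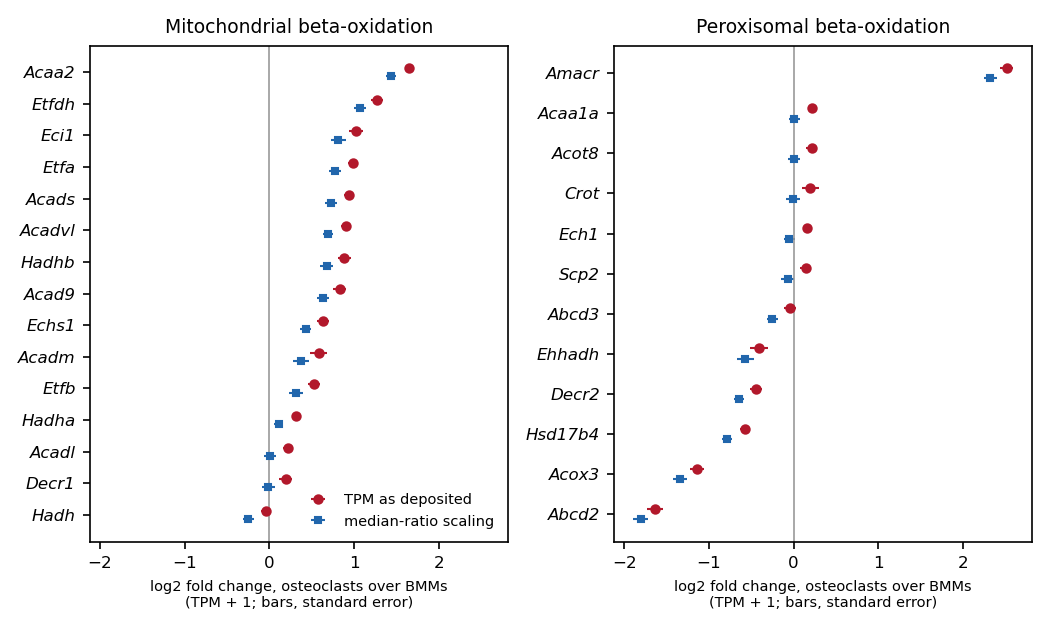
Log2 fold change of osteoclasts over BMMs, on the scale of log2(TPM + 1), for the genes of mitochondrial (left) and peroxisomal (right) β-oxidation that are reported here, with its standard error (n = 3 libraries per group). TPM as deposited and after median-ratio scaling are shown side by side, and Amacr at 2.51 and Abcd2 at -1.64 are the extremes of the peroxisomal genes as deposited.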

Whereas those in peroxisomes, including Ehhadh, Abcd1–4, Decr2, and Hsd17b4, were downregulated, the mitochondrial fatty acid oxidation genes such as Echs1, Acads, Acadm, and Acadl were increased in osteoclasts (Figure 1B). Thus, osteoclast differentiation is coupled with marked upregulation of genes associated with mitochondrial respiration and β-oxidation of fatty acids.

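Among the genes the paper names as peroxisomal, Abcd2, Abcd4, Hsd17b4, Decr2 and Ehhadh were lower in osteoclasts and Abcd3 did not pass the test (limma, adjusted p under 0.05). Of the 4 mitochondrial genes it names, 4 were higher by the same test, with 4 higher when adjusted over the list alone. The paper named all of these genes from RNA-Seq of the same libraries, so the counts are no independent test of its statement. Most of the genes it names as peroxisomal are also among the 14 counted for peroxisomal β-oxidation, which do not include Abcd4. The 4 mitochondrial genes are among the 15 counted for mitochondria. Abcd2, which encodes a peroxisomal transporter of very long-chain fatty acyl-CoA, lies on chromosome 15 of GRCm38 from 91145871 to 91191799 (ENSMUSG00000055782). The gene measured 8.94 ± 0.722 TPM in BMMs and 2.20 ± 0.0408 TPM in osteoclasts (SD, n = 3 each), for a log2 fold change of -1.64 (standard error 0.09, adjusted p = 1.2e-06 from limma). Hsd17b4 (ENSMUSG00000024507) encodes the D-bifunctional protein of peroxisomal β-oxidation and lies on chromosome 18 from 50128201 to 50196269. Its level was 122 ± 1.37 TPM in BMMs and 81.5 ± 3.64 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of -0.58 (standard error 0.05, adjusted p = 2.4e-05 from limma). Lower as well were Abcd4 at a log2 fold change of -0.84, the dienoyl-CoA reductase gene Decr2 at -0.44 and Ehhadh, the L-bifunctional protein, at -0.41. Ehhadh was low in both groups, at 3.58 ± 0.159 TPM in BMMs and 2.46 ± 0.326 TPM in osteoclasts (SD, n = 3 each). Abcd3, a peroxisomal membrane transporter (ENSMUSG00000028127, chromosome 3 from 121758774 to 121815302), measured 22.4 ± 0.509 TPM in BMMs and 21.7 ± 1.69 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of -0.04 (standard error 0.07, adjusted p = 0.60 from limma). After median-ratio scaling its log2 fold change was -0.25, which passed the test.

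Acads (ENSMUSG00000029545, chromosome 5 from 115110299 to 115119346) encodes the short-chain acyl-CoA dehydrogenase. It measured 62.6 ± 1.05 TPM in BMMs and 121 ± 7.36 TPM in osteoclasts (SD, n = 3 each), with a log2 fold change of 0.94 (standard error 0.06, adjusted p = 2.6e-06 from limma). Acadm, which encodes the medium-chain acyl-CoA dehydrogenase, lies on chromosome 3 from 153922357 to 153944632 (ENSMUSG00000062908). The gene measured 43.3 ± 0.529 TPM in BMMs and 65.9 ± 9.29 TPM in osteoclasts (SD, n = 3 each), for a log2 fold change of 0.58 (standard error 0.10, adjusted p = 8.9e-04 from limma). Echs1, the enoyl-CoA hydratase of mitochondria, had a log2 fold change of 0.63. Acadl (ENSMUSG00000026003) encodes the long-chain acyl-CoA dehydrogenase and lies on chromosome 1 from 66830839 to 66863277. Its level was 100.8 ± 3.39 TPM in BMMs and 118 ± 7.05 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 0.22 (standard error 0.06, adjusted p = 0.012 from limma). After median-ratio scaling the log2 fold change of Acadl was 0.01 and did not pass the test, and without BMM replicate 1 it was 0.20 and did not pass either. Among markers of other marrow cells, the neutrophil gene Camp measured 104 ± 8.93 TPM in BMMs and 0.299 ± 0.293 TPM in osteoclasts (SD, n = 3 each).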

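Regulators of mitochondrial biogenesis were higher in osteoclasts along with the enzymes. Of 11 such genes that passed the filter, 10 were higher and 1, Polg, did not pass the test (limma, adjusted p under 0.05, and 10 higher when adjusted over the list alone). After median-ratio scaling some of them lost their call, among them Nrf1. Its log2 fold change was 0.27 as deposited and 0.08 after that scaling (adjusted p = 0.36 from limma). The list had an adjusted p of 0.010 from camera (adjusted p = 0.19 with an estimated correlation). Ppargc1b (ENSMUSG00000033871, chromosome 18 of GRCm38 from 61298136 to 61400431) encodes a transcriptional coactivator of mitochondrial biogenesis. It measured 1.45 ± 0.209 TPM in BMMs and 38.8 ± 5.72 TPM in osteoclasts (SD, n = 3 each), with a log2 fold change of 4.02 (standard error 0.12, adjusted p = 6.8e-08 from limma). Tfam, which encodes the transcription factor of the mitochondrial genome, lies on chromosome 10 from 71225464 to 71238280 (ENSMUSG00000003923). The gene measured 11.0 ± 1.37 TPM in BMMs and 18.8 ± 2.66 TPM in osteoclasts (SD, n = 3 each), for a log2 fold change of 0.72 (standard error 0.12, adjusted p = 9.6e-04 from limma). Ndufs4 (ENSMUSG00000021764) encodes a subunit of complex I and lies on chromosome 13 from 114287795 to 114388258. Its level was 48.7 ± 3.68 TPM in BMMs and 84.5 ± 9.33 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 0.78 (standard error 0.09, adjusted p = 1.0e-04 from limma). Cpt2 (ENSMUSG00000028607, chromosome 4 from 107903981 to 107923610) encodes the enzyme that frees acyl-CoA from carnitine inside mitochondria. It measured 29.1 ± 1.11 TPM in BMMs and 48.7 ± 0.624 TPM in osteoclasts (SD, n = 3 each), with a log2 fold change of 0.73 (standard error 0.06, adjusted p = 9.1e-06 from limma).

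Most genes of pyruvate entry into mitochondria were higher in osteoclasts too. Of 6 genes, 5 were higher and 1, Mpc1, did not pass the test (limma, 5 higher when adjusted over the list alone). The list had an adjusted p of 0.0061 from camera (adjusted p = 0.27 with an estimated correlation). Pdhb, which encodes a subunit of pyruvate dehydrogenase, lies on chromosome 14 from 8165996 to 8173025 (ENSMUSG00000021748). The gene measured 98.2 ± 4.04 TPM in BMMs and 443 ± 27.1 TPM in osteoclasts (SD, n = 3 each), for a log2 fold change of 2.16 (standard error 0.06, adjusted p = 4.9e-08 from limma). Mpc1, a subunit of the mitochondrial pyruvate carrier (ENSMUSG00000023861, chromosome 17 from 8282904 to 8297661), measured 78.4 ± 3.87 TPM in BMMs and 86.9 ± 6.16 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 0.14 (standard error 0.07, adjusted p = 0.093 from limma). It passed the test without osteoclast replicate 3, at a log2 fold change of 0.18. Slc2a1 (ENSMUSG00000028645) encodes the glucose transporter Glut1 and lies on chromosome 4 from 119108711 to 119137983. Its level was 44.9 ± 1.05 TPM in BMMs and 73.7 ± 6.50 TPM in osteoclasts (SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.07, adjusted p = 4.7e-05 from limma). Among markers of other marrow cells, the neutrophil gene Ltf measured 94.7 ± 6.03 TPM in BMMs and 0.636 ± 0.0535 TPM in osteoclasts (SD, n = 3 each). An absolute log2 fold change of at least 1 was passed by 15 of the 18 TCA cycle genes, 53 of the 77 nuclear genes of the ETC and ATP synthase and 3 of the 15 genes of mitochondrial β-oxidation. After median-ratio scaling, fewer genes of each of these groups passed that limit. From the induction of the TCA cycle and ETC genes and the increase of mitochondrial fatty acid oxidation genes in osteoclasts (Figure 1B), the paper concludes that genes of mitochondrial respiration and β-oxidation are upregulated with osteoclast differentiation.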

To assess fatty acid oxidation directly, we quantified the CO_2_ production rate from ^14^C-labeled oleate, used as a surrogate for long-chain fatty acids. Oleate is physiologically relevant as it is among the most abundant fatty acids in the circulation and tissues of humans or mice (26). As a comparison, CO_2_ release from ^14^C-glucose or ^14^C-glutamine was also examined. Oleate oxidation did not change after 2 days of differentiation but markedly increased after 4 days (Figure 1C). On the other hand, glucose and glutamine oxidation progressively increased in both preosteoclasts and osteoclasts over BMMs (Figure 1, D and E). Thus, increased oxidation of long-chain fatty acids is selectively associated with mature osteoclast formation.

The increase in substrate oxidation predicts a greater rate of mitochondrial respiration following osteoclast differentiation. In our previous studies, preosteoclasts, upon dissociation and reseeding, displayed a higher oxygen consumption rate (OCR) than BMMs according to Seahorse measurements, but mature osteoclasts were not assessed here because of technical difficulties in dissociating them from the culture plates (13). Here, we optimized the protocol to induce osteoclast differentiation directly in the Seahorse plates before measurements without reseeding. TRAP staining verified robust osteoclast differentiation after 4 days in Seahorse wells (Supplemental Figure 1K). Compared with BMMs, mature osteoclasts markedly upregulated basal OCR, ATP production OCR, as well as spare OCR (Figure 1, F–I). In addition, osteoclasts exhibited a much higher extracellular acidification rate (ECAR) than BMMs (Figure 1, J and K). Thus, osteoclast differentiation upregulates both glycolysis and OXPHOS.

### Oleate oxidation in mitochondria promotes osteoclast formation.

We next examined the role of fatty acid oxidation in osteoclast differentiation. Addition of BSA-conjugated oleate as low as 25 μM to the differentiation media increased both the number and size of osteoclasts (Figure 2, A–D). Molecular analyses verified the upregulation of all common osteoclast markers including Acp5 (encoding TRAP), Nfatc1, c-fos, and cathepsin K (Ctsk) by oleate (Figure 2E). Addition of oleate to the growth media did not alter the cell number of BMMs after 48 hours, indicating that the increased differentiation was unlikely due to effects on cell proliferation (Figure 2F). Furthermore, when charcoal-stripped FBS (cFBS) devoid of lipid was used in lieu of regular FBS in the differentiation media, essentially no osteoclasts were formed, but differentiation was fully restored when BSA-conjugated oleate was added to the cFBS (Figure 2, G and H). Molecular analyses revealed that with cFBS the mature osteoclast markers Acp5 and Ctsk were suppressed, but they were fully restored by the added oleate (Figure 2, I and J). Interestingly, cFBS also stimulated the expression of early osteoclast markers Nfatc1 and c-fos, but that effect was not reversed by the addition of oleate, indicating that certain yet-unknown factors in FBS normally limit the expression of those genes (Figure 2, K and L). Overall, the results support a specific requirement for exogenous fatty acids during the late phase of osteoclast differentiation.

We next sought to verify that fatty acids support osteoclastogenesis by fueling mitochondrial respiration. Cpt2 is essential for long-chain fatty acid oxidation in the mitochondria as it catalyzes the conversion of acylcarnitine to acyl-CoA at the inner mitochondrial membrane. Knockdown of Cpt2 with shRNA not only potently suppressed osteoclast differentiation under regular culture conditions but also eliminated the pro-osteoclastogenic effect of oleate (Figure 3, A and B). The requirement for Cpt2 was specific to osteoclast differentiation as the knockdown did not affect the cell number of BMMs in the growth media (Figure 3C). Molecular analyses by RT-qPCR showed that the induction of Ctsk, Nfatc1, and Acp5 by oleate was abrogated by Cpt2 shRNA (Figure 3D). Thus, mitochondrial β-oxidation of long-chain fatty acids is necessary for osteoclast differentiation in vitro.

### Deletion of Cpt1a reduces bone resorption in female mice.

We next examined the role of long-chain fatty acid oxidation in osteoclastogenesis by deleting Cpt1a in the mouse. 

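Nearly all Cpt1 RNA in BMMs and osteoclasts came from Cpt1a. The 3 Cpt1 genes encode carnitine palmitoyltransferase 1, which links long-chain fatty acids to carnitine for transport into mitochondria. In BMMs, Cpt1a measured 106 ± 3.79 TPM, Cpt1b 0.366 ± 0.0294 TPM and Cpt1c 0.488 ± 0.152 TPM (SD, n = 3 each). In osteoclasts, Cpt1a measured 62.1 ± 8.88 TPM, Cpt1b 0.289 ± 0.155 TPM and Cpt1c 1.82 ± 0.290 TPM (SD, n = 3 each). Cpt1a made up 99.2% ± 0.136 (SD, n = 3) of the summed TPM of the 3 genes in BMMs and 96.7% ± 0.318 (SD, n = 3) in osteoclasts. Its level exceeded that of Cpt1c in each library, by 155 to 276 times in BMMs and 32.2 to 38.2 times in osteoclasts. TPM is scaled by gene length, so genes of the same library can be set side by side. Cpt1a (ENSMUSG00000024900) lies on chromosome 19 of GRCm38 from 3322334 to 3385733, Cpt1b (ENSMUSG00000078937) on chromosome 15 from 89416405 to 89425863 and Cpt1c (ENSMUSG00000007783) on chromosome 7 from 44959372 to 44974851.
Between the cell types, Cpt1a was lower in osteoclasts, at a log2 fold change of -0.77 (standard error 0.10, adjusted p = 1.9e-04 from limma). Every osteoclast library lay below every BMM library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Cpt1c was higher in osteoclasts, at a log2 fold change of 0.92 (standard error 0.13, adjusted p = 3.9e-04 from limma). Its groups did not overlap either (two-sided exact permutation test, p = 0.1). Cpt1b lay under the filter on low values and was not tested with limma (two-sided exact permutation test, p = 0.6).

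**Figure D3:**
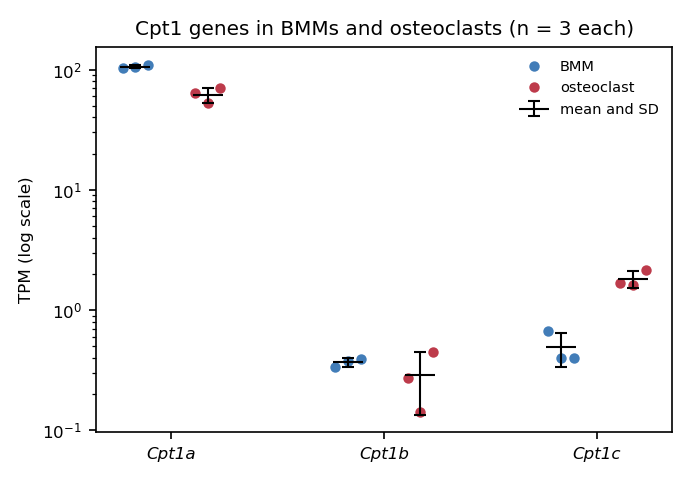
TPM of Cpt1a, Cpt1b and Cpt1c on a log scale, with a point for each of the 3 BMM and 3 osteoclast libraries and a bar for the mean with its SD. The Cpt1a points lie between 52.4 and 110.3 TPM, and every Cpt1b and Cpt1c point lies at or below 2.15 TPM.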

RNA-Seq showed that Cpt1a was expressed at the highest level among the 3 Cpt1 genes in both BMMs and osteoclasts (Supplemental Table 2). We chose the LysM-Cre knockout/knockin allele for the deletion as it targeted the myeloid cell lineage including osteoclast progenitors. Previous studies have shown that homozygosity for the allele does not cause any bone phenotype by itself but excises the floxed genes more efficiently (27). We therefore generated Cpt1a-deficient mice harboring either 1 (LysM^Cre/+^ Cpt1a^fl/fl^) or 2 copies (LysM^Cre/Cre^ Cpt1a^fl/fl^) of the LysM-Cre allele, hereafter termed CKO^Cpt^ or dCKO^Cpt^, respectively. Expression studies verified that *Cpt1a* mRNA in BMMs was reduced by 65% and 90% of the normal level in CKO^Cpt^ and dCKO^Cpt^, respectively, irrespective of the sex of the mouse (Figure 4A). Importantly, osteoclast differentiation, with or without oleate supplementation in culture media, was impaired in both mutant cells but more severely in dCKO^Cpt^ BMMs from either male or female mice (Figure 4, B and C). Molecular analyses showed that all markers for osteoclast differentiation except for the earliest transcription factor, c-fos, were reduced in Cpt1a-deficient cells (Figure 4, D–G). The results therefore further support an important role for mitochondrial oxidation of fatty acids in osteoclast differentiation in vitro.

To verify the metabolic effect caused by Cpt1a deletion, we performed quantitative studies in BMM cultures. Oleate oxidation rate was reduced by 50% in CKO^Cpt^ versus control BMMs and further decreased by 50% in dCKO^Cpt^ cells (Figure 4H). When cultured with oleate added to media, the CKO^Cpt^ and dCKO^Cpt^ BMMs exhibited progressively lower levels of intracellular ATP than normal (Figure 4I). Seahorse extracellular flux assays detected a decrease in both basal and ATP production OCR in CKO^Cpt^ and further reduction in dCKO^Cpt^ when compared with the control BMMs (Figure 4, J–L). Both CKO^Cpt^ and dCKO^Cpt^ similarly reduced the maximal OCR but did not affect the spare OCR (Figure 4, M and N). The mutant BMMs also exhibited lower ECAR than normal, but only the dCKO^Cpt^ cells reached statistical significance (Figure 4, O and P). The reduced ECAR likely reflected an increase in pyruvate entering into the TCA cycle, resulting in reduced lactate production. Consistent with this notion, the CKO^Cpt^ BMMs exhibited a higher rate of CO_2_ production from glucose than normal whereas glutamine oxidation was not affected (Figure 4, Q and R). Thus, deletion of Cpt1a disrupts bioenergetics in osteoclast progenitors.

We next examined the potential effect of Cpt1a deletion on bone in vivo. Among the female mice, μCT analyses detected a significant increase in the trabecular bone fraction (bone volume/trabecular volume, BV/TV) of CKO^Cpt^ compared with the control and a further increase in dCKO^Cpt^ (Figure 5, A and B). The cortical bone parameters, on the other hand, were not altered in either of the mutant mice (Supplemental Figure 2, A–E). The increase in trabecular bone mass was accounted for by the increased trabecular number (Tb.N) and reduced trabecular spacing (Tb.Sp) without obvious changes in trabecular thickness (Tb.Th) (Figure 5, C–E). Bone resorption as indicated by serum C-terminal telopeptide of type I collagen (CTX-I) levels was reduced from control in both CKO^Cpt^ and dCKO^Cpt^ mice, whereas the levels of the bone formation marker procollagen type I N-terminal propeptide (P1NP) were similar across the genotypes (Figure 5, F and G). Similarly, histomorphometric analyses following TRAP staining showed that the osteoclast surface fraction (Oc.S/BS) was more severely reduced in dCKO^Cpt^ but that the osteoclast number per bone surface area (N. Oc./BS) was similarly reduced in both CKO^Cpt^ and dCKO^Cpt^ compared with the control (Figure 5, H–J). Contrary to the females, the mutant males with either 1 or 2 copies of LysM-Cre did not show any defect in either trabecular or cortical bone parameters (Figure 5, K–N, and Supplemental Figure 2, F–I). Serum biochemical assays detected no abnormalities with either CTX-I or P1NP levels in the mutant males (Figure 5, O and P). Thus, deletion of Cpt1a impairs osteoclastogenesis and increases trabecular bone mass specifically in the female mice.

### Blocking mitochondrial fatty acid oxidation eliminates HFD-induced bone loss in female mice.

As previous studies have shown that high-fat diet (HFD) activates bone resorption in mice, we next investigated the potential role of mitochondrial fatty acid β-oxidation in mediating the catabolic effect. To this end, we subjected both control and CKO^Cpt^ mice to an HFD or a corresponding low-fat diet (LFD) for 8 weeks starting from weaning at 3 weeks of age. The 2 diets were strictly matched nutritionally except for fat content (10% versus 60% kcal) and the corresponding carbohydrate content. The male mice, like those fed the regular chow diet, did not exhibit any difference in trabecular bone between the 2 genotypes, regardless of LFD or HFD (Figure 6, A–D). Moreover, HFD did not alter the trabecular bone parameters in the control males. Thus, mitochondrial fatty acid oxidation in osteoclasts appears to be dispensable for trabecular bone homeostasis in the male mice irrespective of the fat content in the diet.

In contrast with the males, the female mice, depending on their genotypes, responded differently to HFD. The control mice exhibited a marked reduction in trabecular bone fraction (BV/TV) in response to HFD, but the CKO^Cpt^ mice showed no such change (Figure 6, E and F). Similarly, HFD decreased trabecular number and increased trabecular spacing only in the control but not the CKO^Cpt^ females (Figure 6, G–I). Unexpectedly, the CKO^Cpt^ females on LFD, unlike those fed the regular chow (containing 25% kcal in fat) as shown earlier, did not exhibit any bone defect when compared to the controls (Figure 6, E–I). Therefore, it appeared that the reliance of osteoclast bioenergetics on fatty acid oxidation was influenced by fat content in the diet. When the dietary fat supply was minimal as in the LFD (10% kcal), the contribution of fatty acid oxidation was either negligible or easily compensated by the other energy sources when Cpt1a was deleted. When the control mice were fed HFD, the serum CTX-I levels were significantly elevated, but the effect was eliminated in the CKO^Cpt^ females (Figure 6J). On the other hand, HFD did not affect P1NP levels in mice with either genotype (Figure 6K). TRAP staining on femur sections revealed that HFD increased osteoclast surface areas without altering osteoclast numbers in the control mice but had no effect in the CKO^Cpt^ mice (Figure 6, L and M). Thus, HFD promotes bone resorption in female mice mainly by increasing mitochondrial oxidation of fatty acids in osteoclasts.

### Mitochondrial oxidation of fatty acids and glucose is dispensable in osteoclasts of male mice.

The lack of bone phenotype in the male mice with Cpt1a deletion prompted us to examine the contribution of glucose oxidation in the mitochondria to osteoclast differentiation. To this end, we deleted mitochondrial pyruvate carrier 1 (Mpc1), which is required for the glycolytic product pyruvate to enter the mitochondria for oxidation. Here again the male mutant mice harboring 2 alleles of LysM-Cre (LysM^Cre/Cre^ Mpc1^fl/fl^) (termed dCKO^Mpc^) did not exhibit any significant change in the fractional bone mass or any other trabecular bone parameters (Figure 7, A–E). The female mutants, on the other hand, showed an overall increase in the trabecular bone mass, even though the individual contribution of trabecular thickness, number, or spacing was not statistically significant (Figure 7, F–J). Histomorphometry showed that the osteoclast fractional surface but not the relative number was significantly reduced in the Mpc1-mutant females (Figure 7, K and L). Thus, like fatty acids, mitochondrial oxidation of pyruvate, derived from glucose or other sources, appears to be dispensable for bone mass homeostasis in male mice.

Potential compensation between fatty acid and pyruvate oxidation could mask their individual contribution to osteoclast bioenergetics in the male mice. To investigate this possibility, we generated double-deletion mice with 2 alleles of LysM-Cre (LysM^Cre/Cre^ Cpt1a^fl/fl^ Mpc1^fl/fl^), designated herein dCKO^CptMpc^. Quantification by RT-qPCR verified that both Cpt1a and Mpc1 were deleted with more than 90% efficiency in BMMs in either sex (Figure 7, M and N). However, no changes were observed with the bone parameters in the male mutant mice (Figure 7, O–R). In contrast, the female mutant mice showed a clear increase in the fractional bone mass, attributable to increased trabecular number and reduced trabecular spacing (Figure 7, S–V). The excess bone mass was accounted for by a nearly 50% decrease in bone resorption as indicated by the serum CTX-I level, without any change in the bone formation marker P1NP (Figure 7, W and X). Histomorphometry verified that the fractional surface of osteoclasts was significantly reduced in the mutant female mice, whereas the relative osteoclast number showed a trend of reduction without reaching statistical significance (Figure 7, Y and Z). The results therefore underscore the remarkable resilience of osteoclasts in the male mice when mitochondrial oxidation of both fatty acids and pyruvate is blocked.

## Discussion

We have examined in detail the role of mitochondrial fatty acid oxidation in osteoclast formation in vitro and in the mouse. In keeping with the broad upregulation of genes associated with mitochondrial respiration and fatty acid oxidation, mature osteoclasts in vitro markedly increased the oxidation of long-chain fatty acids compared with their progenitors. Genetic disruption of mitochondrial fatty acid oxidation in the osteoclast lineage suppressed bone resorption in female mice fed with either regular chow or an HFD. A similar effect, however, was not observed in the males, even when both fatty acids and pyruvate oxidation in the mitochondria were blocked in osteoclasts. The study therefore not only identifies an important role for fatty acid oxidation in osteoclast formation but also reveals unexpected sexual dimorphism in energy substrate dependence of osteoclasts in vivo.

The sex-dependent effect in vivo following Cpt1a or Mpc1 deletion or both in osteoclasts warrants further investigation. Our finding is consistent with the recent report that deletion of Cpt2 in osteoclasts also specifically affects female mice (28). Our in vitro studies show that osteoclast differentiation from BMMs of either sex is equally impaired by the loss of Cpt1a or Cpt2. Thus, the female-specific effect is unlikely due to cell-intrinsic differences caused by the sex chromosomes. Previously, we have found that restricting glucose metabolism in osteoclasts by deletion of Glut1 impairs bone resorption also only in female mice (13). Collectively, the data indicate that sex-specific endocrine or paracrine factors likely play a major role in controlling energy substrate utilization by osteoclasts in vivo. Future experiments are necessary to determine whether the male hormones confer a greater level of plasticity in metabolic switching to either alternative substrates or pathways in osteoclasts.

The in vitro studies have revealed stage-specific preferences for different energy substrates during osteoclast differentiation. The increase in fatty acid oxidation occurred only in the large multinucleated osteoclasts, which formed after 4 days of differentiation, but not in the preosteoclasts formed after 2 days in our culture system. In contrast, oxidation of glucose and glutamine oxidation increased in both preosteoclasts and osteoclasts compared with BMMs. The surge in fatty acid oxidation coincides with the fusion of mononuclear preosteoclasts to form multinuclear osteoclasts, but the underlying mechanism is unclear at present. Apart from the obvious contribution to energy production, increased fatty acid oxidation could alter the levels of certain metabolites to influence either cell membrane dynamics or the epigenetic regulation in support of mature osteoclast formation.

Our finding about the male mice fed with HFD is at odds with a previous study that used the same LFD and HFD as ours but detected an increase in bone resorption in the male mice (23). One obvious difference was in the starting age for LFD or HFD feeding, namely 5 weeks in the previous study versus 3 weeks here. The different starting age could be significant as the bone resorption rate can vary considerably with age. Furthermore, the regular chow (LabDiet 5015) that our mice consumed before switching to matched HFD/LFD was different from that used in the previous study (LabDiet 5010), with ours containing a significantly higher amount of fat (25% versus 12.7% kcal). It is possible that the different fat contents consumed by the mice before switching to the HFD led to different responses. We did not monitor whole-body metabolism in our studies, but the previous study reported notable hyperglycemia and metabolic dysfunction in their mice, which could have separately contributed to the reported bone resorption defect, independent of fatty acid fueling of osteoclasts. Overall, the different outcomes highlight the highly variable metabolic responses by osteoclasts to different diets, and further studies are needed for a mechanistic understanding.

## Methods

### Mice.

Cpt1a^fl/fl^ (strain 032778) and LysM-Cre (strain 004781) mice have been previously described and were purchased from The Jackson Laboratory (29, 30). The Mpc1^fl/fl^ mice are as previously described (31). The mice were fed regular chow diet (LabDiet 5015) unless otherwise indicated. Certain mice were fed an HFD (D12492, Research Diets Inc.) or an LFD (D12450B, Research Diets Inc.) in a head-to-head comparison.

### Osteoclast differentiation.

BMMs were isolated and cultured as previously described (32). Briefly, both ends of the femur and the tibia were removed before the bone marrow was flushed out with cell culture media. Bone marrow cells were cultured for 3 days on Petri dishes in growth media; the growth media were reconstituted from a custom-made MEMα powder (Gibco) with addition of fresh glucose, pyruvate, and glutamine, supplemented with 10% FBS (Atlanta Biologicals) together with 10% CMG14-12 cell culture supernatant. The CMG14-12 supernatant containing M-CSF was prepared as previously described (33). The adherent BMMs were then dissociated with 0.25% Trypsin-EDTA (Gibco) and reseeded with growth media in 96- or 24-well plates at the density of 7.5 × 10^4^ cells/cm^2^. On the following day, the growth media were replaced with differentiation media, i.e., reconstituted custom-made MEMα containing 10% FBS, 1:50 CMG14-12 supernatant, and 75 ng/mL recombinant RANKL (PeproTech). Osteoclasts were detected with TRAP staining (MilliporeSigma).

### Metabolic assays.

For Seahorse assays, 2 × 10^4^ BMMs were seeded in a Seahorse plate and incubated in growth or differentiation media for 2 or 4 days, with media replaced every 12 hours. Osteoclast differentiation in Seahorse plates was verified with TRAP staining on day 4. Before Seahorse measurements, the cell culture media were replaced with Seahorse XF DMEM supplemented with 5.5 mM glucose, 2 mM glutamine, 1 mM pyruvate, and 100 mM BSA-conjugated oleate and then placed in a CO_2_-free incubator for 1 hour. For Mito Stress tests, 2 μM oligomycin, 3 μM FCCP, and 1 μM rotenone/antimycin A were used. The Seahorse data were normalized to genomic DNA as measured in lysed cells with BioTek Cytation 5 (Agilent Technologies) following staining with Hoechst 33342 (Thermo Fisher Scientific).

For steady-state ATP measurements, BMMs were seeded in 96-well plates at 7.5 × 10^4^ cells/cm^2^ and cultured in growth media overnight. A total of 100 μL fresh media per well was replaced 4 hours before intracellular ATP levels were measured with the CellTiter-Glo kit (Promega). The ATP levels were normalized to the cell numbers.

Substrate oxidation assays were conducted as previously described (32). In brief, ^14^C-labeled oleate, glucose, or glutamine was mixed as tracers with the bulk unlabeled substrates. Full media containing the different tracers were incubated with cells for 4 hours before an aliquot of the media was transferred to a 1.5 mL Eppendorf tube containing 200 μL perchloric acid. Released CO_2_ was captured by a filter paper fitted inside the tube cap and saturated with sodium hydroxide. The radiation counts on the filter papers were used to compute the substrate oxidation rates.

### RNA-Seq and RT-qPCR.

Total RNA was extracted with RNeasy kits (QIAGEN) before being subjected to high-throughput RNA-Seq (GENEWIZ) or RT-qPCR. For RNA-Seq, RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies), and RNA integrity was checked using Agilent TapeStation 4200. The RNA-Seq libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina following manufacturer’s instructions (New England Biolabs). The sequencing libraries were clustered on 1 flowcell lane. After clustering, the flowcell was loaded on the Illumina HiSeq instrument (4000 or equivalent) according to manufacturer’s instructions. The samples were sequenced using a 2 × 150 bp paired-end configuration. Image analysis and base calling were conducted by the Control software. Raw sequence data (.bcl files) generated from the sequencer were converted into fastq files and demultiplexed using Illumina’s bcl2fastq 2.17 software. After investigation of the quality of the raw data, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between the groups of samples was performed. The Wald test was used to generate *P* values and log_2_ fold-changes.

For RT-qPCR, cDNA was produced with High Capacity RNA-to-cDNA kit (Thermo Fisher Scientific) and then used for quantitative PCR with SYBR green PCR Master Mix (Applied Biosystems) in a QuantStudio 3 machine (Applied Biosystems). Gene-specific quantitative PCR primers are listed in Supplemental Table 1.

### Oleate-BSA conjugation.

To make 4 mM BSA, 5.5 g BSA was mixed with 11.5 mL Dulbecco’s phosphate-buffered saline followed by gentle shaking at room temperature for 3 hours. To conjugate oleate with BSA, 24.36 mg of sodium oleate was added to 2 mL of H_2_O in a water bath at 70°C for approximately 20 minutes before mixing quickly with 6 mL of the 4 mM BSA stock solution prewarmed to 70°C.

### Bone histology and μCT analyses.

Femurs were fixed in 10% formalin for 48 hours at room temperature and then decalcified in 14% EDTA solution (pH 7.2) for 14 days with the solution changed every 4 days. The bones were then processed, embedded in paraffin, and sectioned at 6 μm thickness. The sections were subjected to TRAP staining for osteoclast detection. Osteoclasts were quantified with BIOQUANT OSTEO 2021 V21.5.60.

For μCT analyses, femurs fixed with 10% formalin were scanned using μCT 45 (Scanco Medical AG) at 4.5 μm isotropic voxel size according to the guidelines of American Society of Bone and Mineral Research (34). For trabecular bone analysis, 200 slices starting at 70 slices under the growth plate of the distal femur were analyzed with the threshold set at 330. For cortical bone analysis, 35 slices before and after the middle slice of the femur diaphysis were analyzed with the threshold set at 370.

### Serum biochemical measurements.

Mice were fasted for 6 hours before blood collection via retro-orbital bleeding. CTX-I and P1NP levels were measured with RatLaps ELISA and Rat/Mouse P1NP EIA Kit, respectively (Immunodiagnostic Systems, Ltd.).

### Statistics.

For data with 2 groups, statistical tests were 2-tailed unpaired Student’s *t* tests. For data with multiple groups, statistical tests were 1-way or 2-way ANOVA with Tukey’s multiple comparisons test, as indicated in figure legends. *P* < 0.05 was considered statistically significant.

### Study approval.

All mouse work was approved by the Children’s Hospital of Philadelphia Institutional Animal Care and Use Committee (IACUC approval IAC 21-001296).

### Data availability.

Raw data from RNA-Seq experiments are available through NCBI GEO depository with accession number GSE235773.

## Author contributions

CS and FL were responsible for designing research studies; CS, AV, FS, XJ, XL, TM, and RS were responsible for conducting experiments and acquiring data; CS and FL were responsible for analyzing data and writing the manuscript; and JR was responsible for providing reagents.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
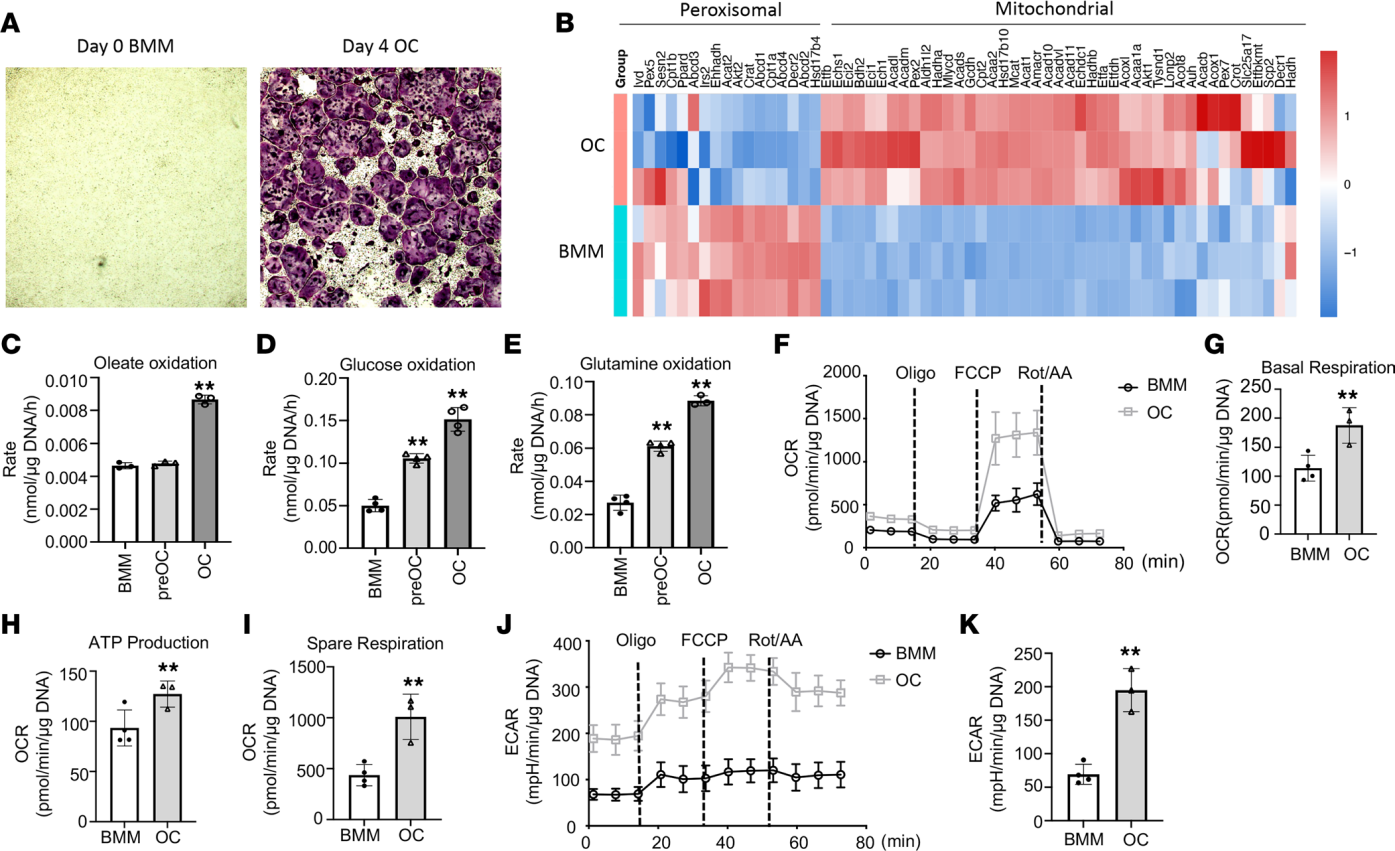
Fatty acid oxidation increases during osteoclast differentiation. (**A**) Representative images of TRAP staining for osteoclasts before and after 4 days of differentiation. Original magnification, ×40. (**B**) Heatmap for relative expression of peroxisomal or mitochondrial fatty acid β-oxidation genes in osteoclasts (OC) versus bone marrow macrophages (BMM). (**C**–**E**) Oxidation rates of various energy substrates. preOC, day 2 differentiation; OC, day 4 differentiation. **P < 0.01, 1-way ANOVA with Tukey’s multiple comparisons test. (**F**–**K**) Seahorse assays for OCR (**F**–**I**) and ECAR (**J** and **K**). **P < 0.01, 2-tailed Student’s *t* test for 2-group comparisons. Error bars: SD.

**Figure 2:**
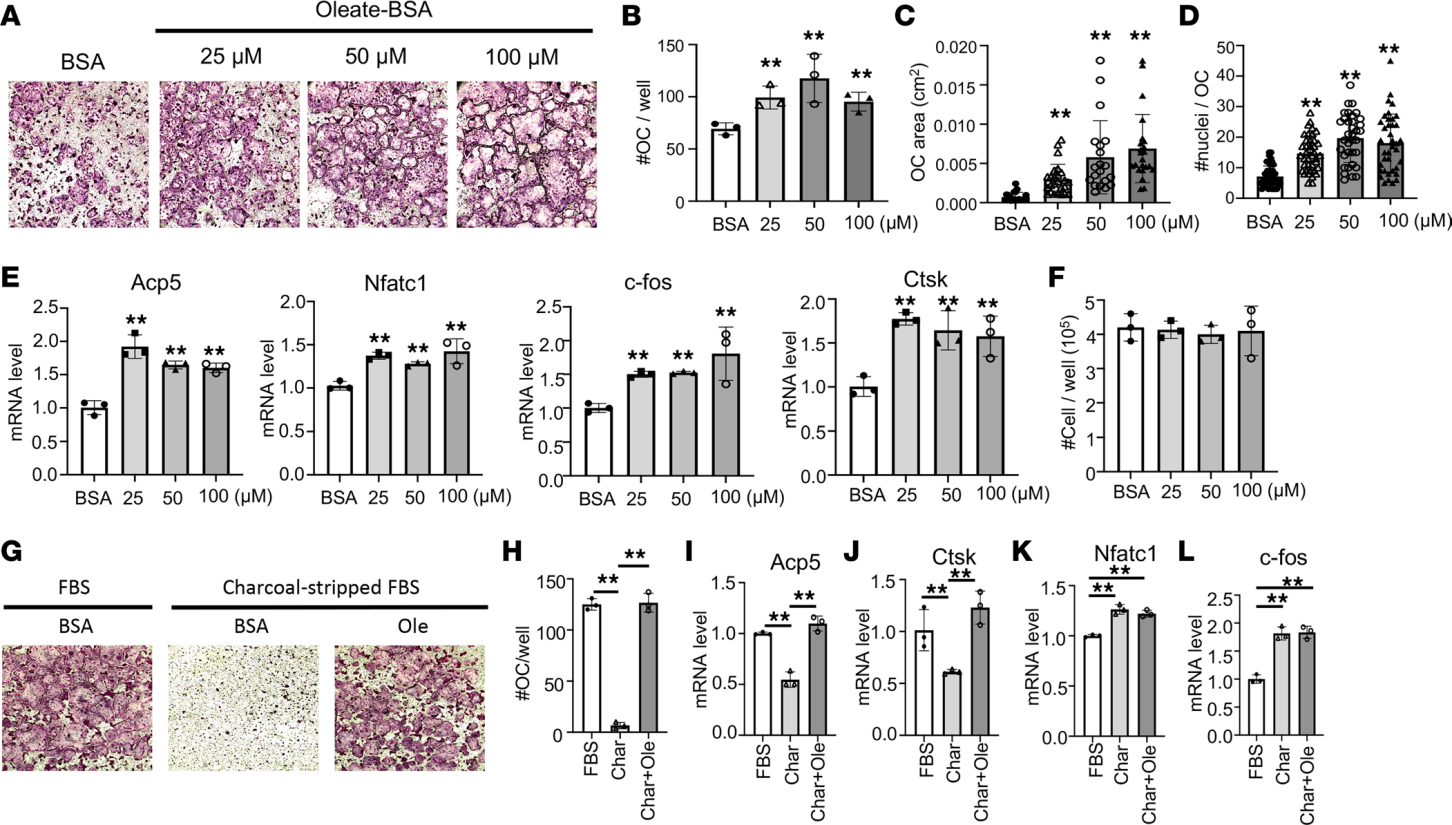
Oleate promotes osteoclast differentiation. (**A**) Representative images of TRAP-stained osteoclasts following differentiation with BSA alone or BSA-conjugated oleate at indicated concentrations. (**B**–**D**) Quantifications of the total number (**B**), area (**C**), and nucleus numbers (**D**) of mature osteoclasts (with 3 or more nuclei), following differentiation with BSA alone or BSA-conjugated oleate at indicated concentrations. (**E**) Reverse transcription quantitative PCR (RT-qPCR) analyses of osteoclast marker gene expression. (**F**) BMM cell numbers in culture with different concentrations of BSA-conjugated oleate. (**G** and **H**) Representative images (**G**) and quantification (**H**) of osteoclasts in cultures with or without charcoal-stripped FBS or oleate (Ole). Original magnification, ×40 (**A** and **G**). (**I**–**L**) RT-qPCR analyses of osteoclast marker gene expression. **P < 0.01, comparison against BSA control unless otherwise indicated as in **H**–**L**, 1-way ANOVA with Tukey’s multiple comparisons test. Error bars: SD.

**Figure 3:**
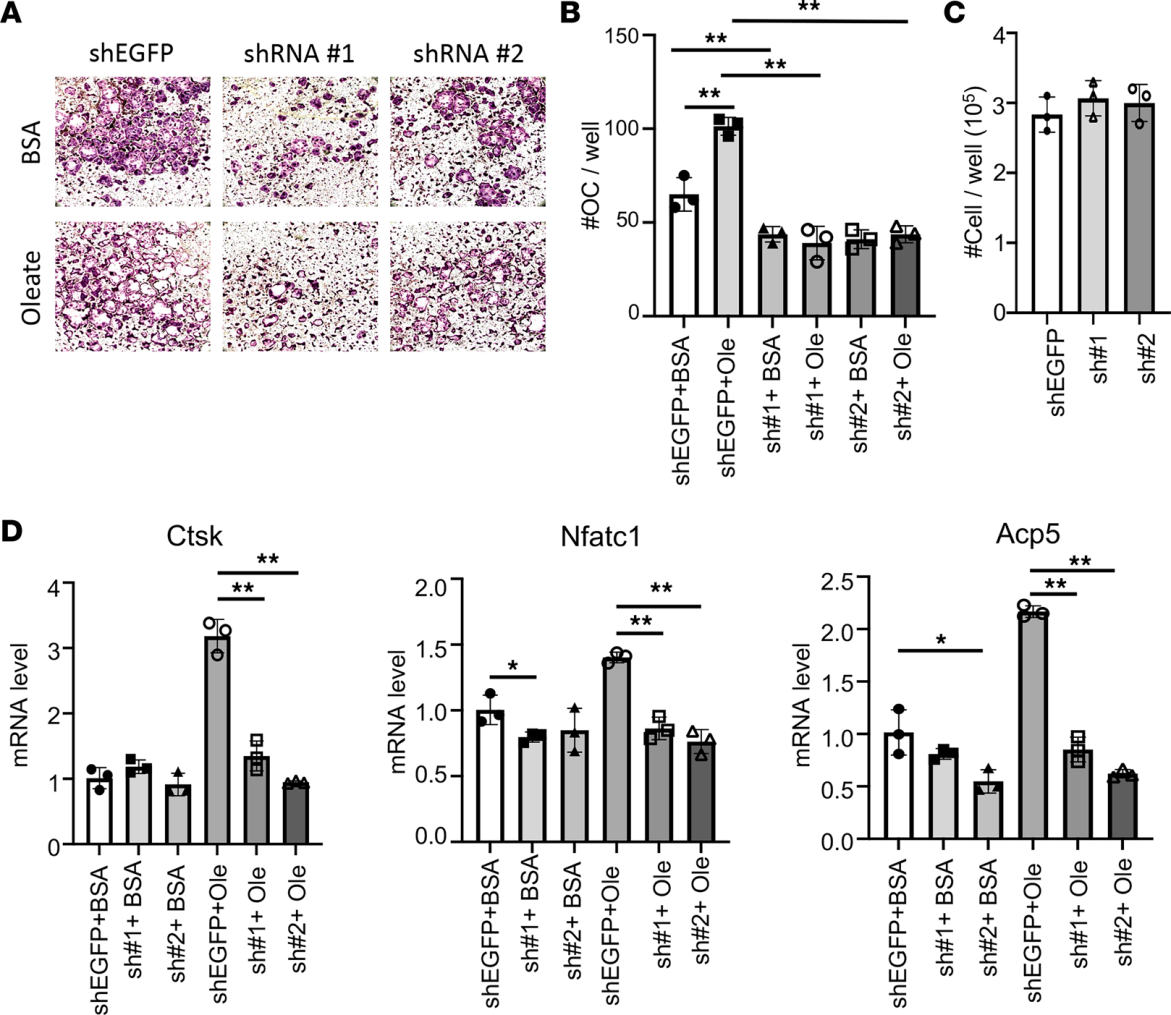
Mitochondrial fatty acid oxidation mediates oleate effect on osteoclastogenesis. (**A**) Representative images of osteoclasts in cultures with or without shRNA knockdown of Cpt2 (shRNA#1 or #2), with shEGFP as a negative control. Osteoclast differentiation was conducted with or without BSA-conjugated oleate with BSA as control. Original magnification, ×40. (**B**) Quantification of osteoclasts (with 3 or more nuclei). (**C**) BMM cell numbers with or without Cpt2 knockdown. (**D**) RT-qPCR analyses of osteoclast marker genes. *P < 0.05, **P < 0.01, 2-way ANOVA with Tukey’s multiple comparisons test. Error bars: SD.

**Figure 4:**
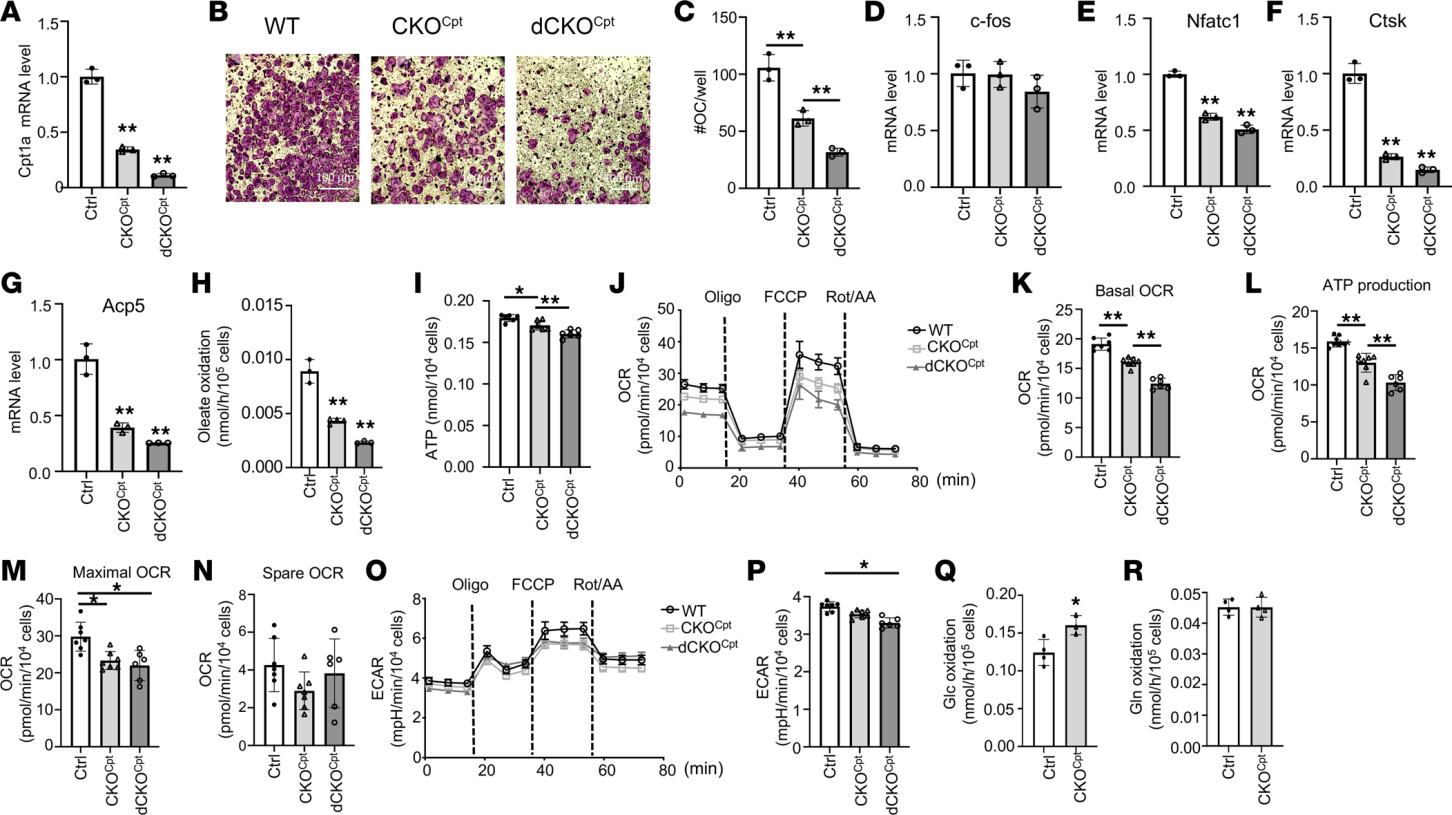
Mitochondrial fatty acid oxidation supports BMM bioenergetics and osteoclastogenesis. (**A**) RT-qPCR analyses of *Cpt1a* mRNA in BMMs from mice of different genotypes. Ctrl: Cpt1a^fl/fl^, CKO^Cpt^: LysM^Cre/+^ Cpt1a^fl/fl^, dCKO^Cpt^: LysM^Cre/Cre^ Cpt1a^fl/fl^. (**B** and **C**) Representative images (**B**) and quantification (**C**) of osteoclast differentiation in vitro. Scale bar: 100 μm. (**D**–**G**) RT-qPCR analyses of osteoclast differentiation markers following in vitro differentiation. (**H**) Oleate oxidation rate of BMMs with different genotypes. (**I**) Intracellular ATP levels in BMMs. (**J**–**N**) Seahorse measurements of OCR. (**O** and **P**) Seahorse measurements of ECAR. (**Q** and **R**) Glucose (**Q**) and glutamine (**R**) oxidation rates in BMMs. *P < 0.05, **P < 0.01, 1-way ANOVA with Tukey’s multiple comparisons test for data with 3 groups, 2-tailed Student’s *t* test for data with 2 groups. Error bars: SD.

**Figure 5:**
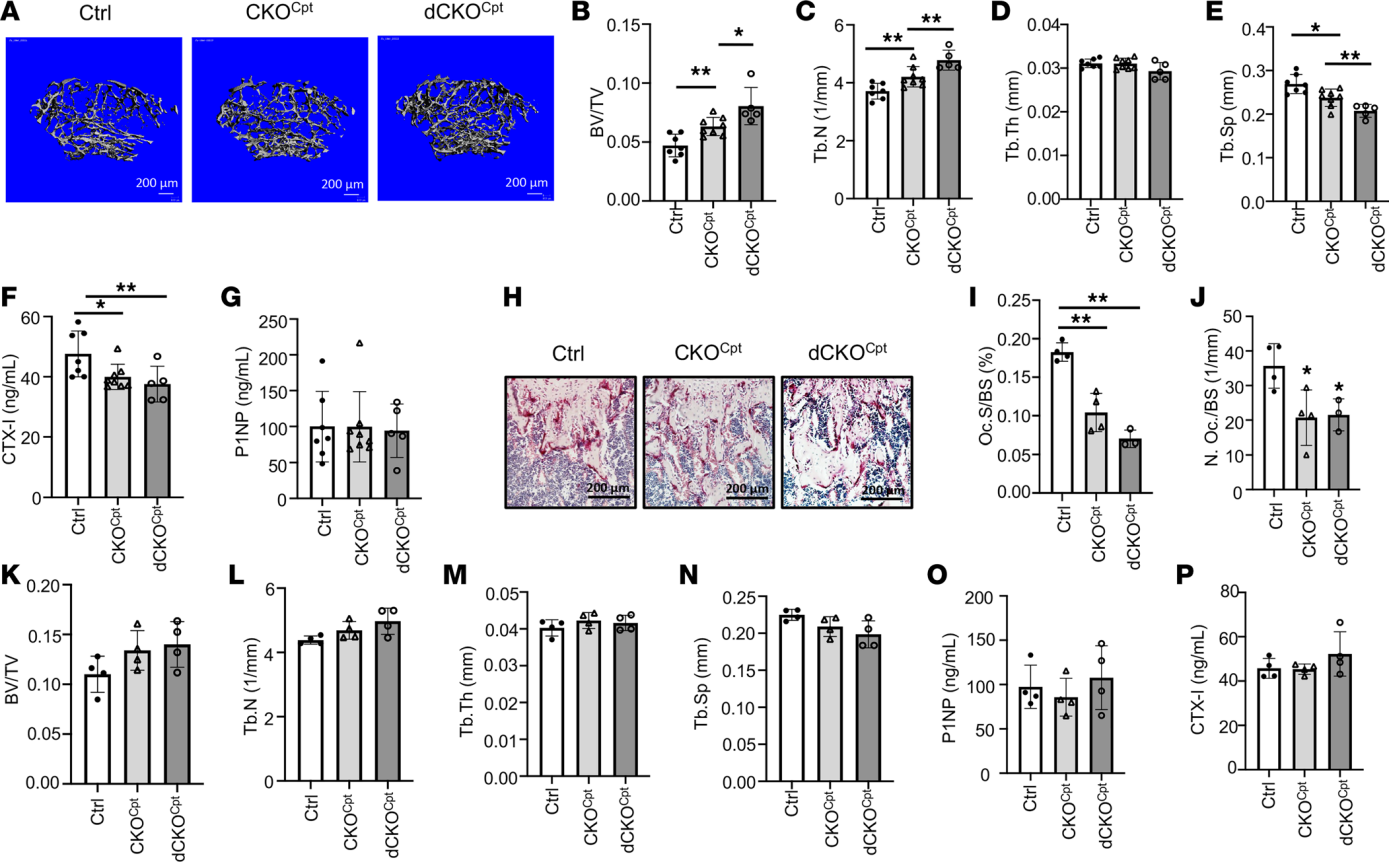
Deletion of Cpt1a suppresses osteoclast formation and increases bone mass in female mice only. (**A**) Representative μCT images of reconstructed trabecular bone of distal femurs. (**B**–**E**) Quantification of trabecular bone parameters by μCT. (**F** and **G**) Serum CTX-I and P1NP levels. (**H**) Representative TRAP staining images of distal femoral sections. Scale bar: 200 μm. (**I** and **J**) Quantification of osteoclast surface (**I**) and number (**J**) on distal femoral sections. (**K**–**N**) Quantification of trabecular bone parameters by μCT in male mice with indicated genotypes. (**O** and **P**) Serum CTX-I and P1NP levels of male mice with different genotypes. *P < 0.05, **P < 0.01, against Ctrl unless otherwise indicated, 1-way ANOVA with Tukey’s multiple comparisons test. Error bars: SD.

**Figure 6:**
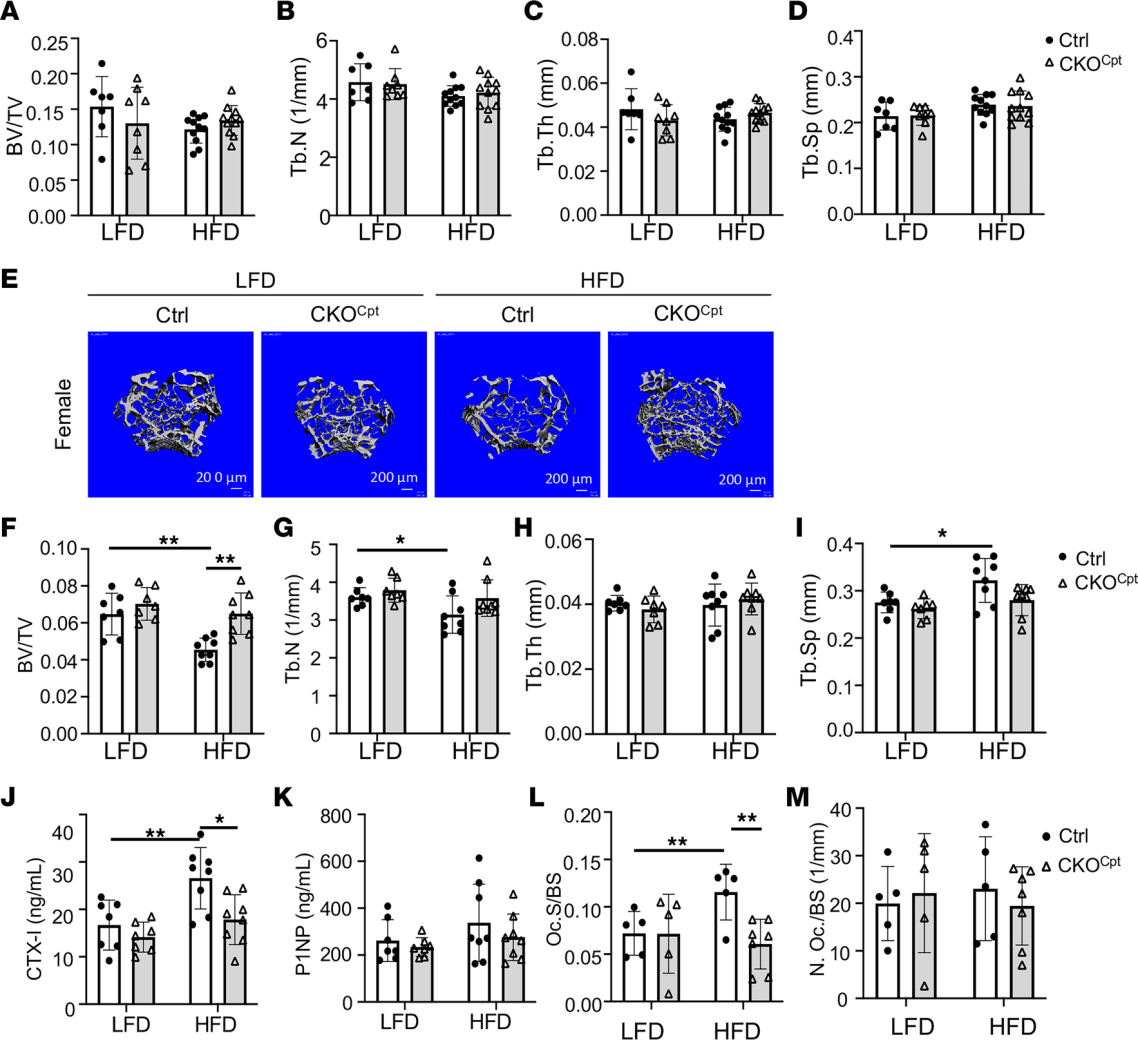
Cpt1a mediates bone loss caused by HFD in female mice only. (**A**–**D**) Quantification of trabecular bone parameters by μCT. (**E**) Representative μCT 3D images of reconstructed trabecular bone of distal femurs. (**F**–**I**) Quantification of trabecular bone parameters by μCT. (**J** and **K**) Serum levels of CTX-I (**J**) and P1NP (**K**). (**L** and **M**) Quantification of osteoclast surface (**L**) and numbers (**M**) on TRAP-stained bone sections. *P < 0.05, **P < 0.01, 2-way ANOVA with Tukey’s multiple comparisons test. Error bars: SD.

**Figure 7:**
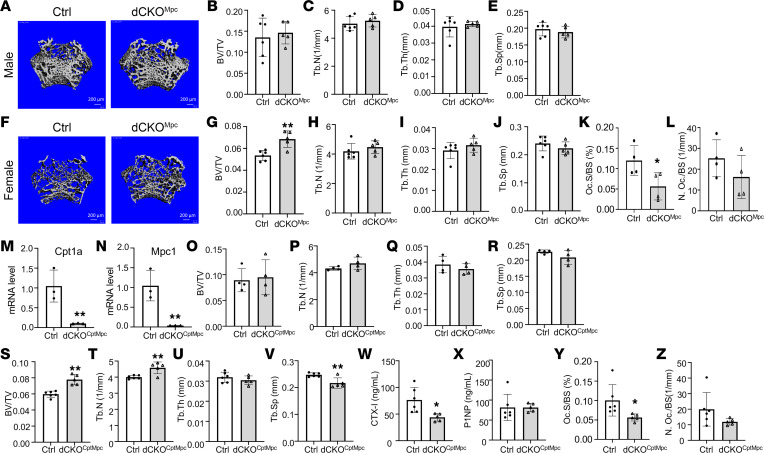
Deletion of Mpc1 alone or both Mpc1 and Cpt1a suppresses osteoclasts in female mice only. (**A**–**J**) Representative images and quantification of trabecular bone parameters by μCT in males (**A**–**E**) and females (**F**–**J**) with Mpc1 single deletion in the osteoclast lineage. dCKO^Mpc^: LysM^Cre/Cre^ Mpc1^fl/fl^. (**K** and **L**) Histomorphometric quantification of osteoclasts. (**M** and **N**) mRNA levels in BMMs as assayed by RT-qPCR. dCKO^CptMpc^: LysM^Cre/Cre^ Cpt1a^fl/fl^ Mpc1^fl/fl^. (**O**–**V**) Quantification of trabecular bone parameters by μCT in males (**O**–**R**) and females (**S**–**V**) with Mpc1 and Cpt1a double deletion. (**W** and **X**) Serum CTX-I (**W**) and P1NP (**X**) levels of female mice with double deletion. (**Y** and **Z**) Histomorphometric analyses of osteoclasts. *P < 0.05, **P < 0.01, 2-tailed Student’s *t* test. Error bars: SD.

## Version 1 11/02/2023

In-Press Preview

## Version 2 12/22/2023

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

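RNA-Seq libraries of BMMs from wild-type mice at day 0 (3 libraries) and of osteoclasts differentiated from BMMs for 4 days with 75 ng/mL RANKL (3 libraries) were analysed. According to the methods and the submitters' processing notes, paired reads of 150 bases were converted with bcl2fastq 2.17, trimmed with Trimmomatic 0.36 and aligned with STAR 2.5.2b to the mouse build mm10. The authors extracted hits per gene, tested them with DESeq2 and deposited the values of each library as TPM, which are scaled by gene length and to 1000000 per library. How TPM was made from the hits, the counting tool, its strand setting and its treatment of reads that match several places are not given in the sources used here. Since strand may not have been used, overlapping and antisense genes may share reads. TPM keeps no record of depth, so the number of reads per library is unknown, no counting interval could be given, and no test on counts was run.

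The deposited TPM values were used without further scaling. The table has gene identifiers, of which 48970 matched the GENCODE annotation vM21 on GRCm38, used for coordinates. In the gene names, 26 had been turned into dates and 176 were missing, so genes were matched by identifier. The 12325 genes with a mean of at least 1 TPM over the 6 libraries were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3, using empirical Bayes moderation with the intensity trend, a two-sided test and Benjamini-Hochberg adjustment over all genes tested, with 0.05 as the threshold. Lists of genes were counted from the same fit, with a second adjustment over the list alone. The 28 pathway lists with at least 3 tested genes were tested with camera at a preset inter-gene correlation of 0.01 and adjusted over these lists. They covered the TCA cycle, pyruvate entry, complexes I to V, mitochondrially encoded genes, mitochondrial and peroxisomal β-oxidation, the carnitine shuttle, peroxisome biogenesis, oleate, fatty acid and cholesterol synthesis, fatty acid uptake, glycolysis, glutamine use, osteoclast and macrophage markers, the V-ATPase, lysosomes, MHC class II, interferon-stimulated genes, the cell cycle, regulators of mitochondrial biogenesis, and mitochondrial and cytosolic ribosomes. Further lists held the genes the paper names and markers of neutrophils, dendritic cells, mast cells and basophils, T cells, B cells, erythroid, stromal and endothelial cells, and sex-linked genes. Cpt1 genes were also compared with a two-sided exact permutation test, for which 3 libraries against 3 allow no p under 0.1.

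Genes were named by a rule of 4 parts: the genes the paper names or measured, the 10 largest and 10 smallest log2 fold changes among called genes whose groups do not overlap, the 2 largest and 2 smallest of each list, and the exceptions to the main direction in the lists of the TCA cycle, complexes, β-oxidation and oleate synthesis. It gave 168 genes, and any gene outside it is marked in the text as chosen after its values were seen. Of the genes tested, 73.5% had groups that did not overlap, where chance gives 10%. The alternatives were pseudocounts of 0.1 and 0.5 TPM, no filter and a filter at a mean of 5 TPM, median-ratio scaling, quantile normalization, rescaling after removal of mitochondrially encoded genes and the 20 most abundant genes, limma without the trend, the replicate number as a block, each library left out in turn, an absolute log2 fold change of at least 1, camera with an estimated correlation, and fry. Sequence shared by mitochondrially encoded genes with other annotated transcripts was counted in windows of 150 bases. The limma step was tested on simulated data of 12325 genes in 5 runs. It called 65.2% of genes changed by 0.5 on the log2 scale, 97.6% of those changed by 1 and 99.7% of those changed by 2, and 43 of 60625 unchanged genes. Far fewer genes were changed in each run than the 8486 called in the data. Each gene was given the same spread in both groups, while osteoclast libraries differed more among themselves than BMM libraries. These shares therefore need not hold for the data. In the same runs, camera was tested on separate data in which only the complex I list was shifted, by 0.5 on the log2 scale. It called that list in 5 of 5 runs and 0 of 135 tests of unchanged lists. Genes were simulated independently of each other, so these tests cannot show how often camera calls unchanged lists of correlated genes. Tables were handled with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. Ingenuity's gene sets, the reads and the other experiments of the paper were not analysed here, and some genes are not reported here.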

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

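The tests set against the loss of granule protein genes and Ighm were chosen after that result was seen. The gene groups and genes given here differed between BMMs and osteoclasts and are not among those the paper reports from its RNA-Seq. The V-ATPase, the proton pump of the resorbing membrane, had 17 of 18 genes higher and 1 lower, with a median log2 fold change of 1.21 (adjusted p = 7.3e-05 from camera, and adjusted p = 0.12 with an estimated correlation). Interferon-stimulated genes were lower in osteoclasts for 14 of 14, with a median of -1.86 (adjusted p = 8.6e-10 from camera, and adjusted p = 0.12 with an estimated correlation). MHC class II genes were lower for 5 of 6, with a median of -1.54 (adjusted p = 4.0e-04 from camera, and adjusted p = 0.19 with an estimated correlation). Macrophage markers had a median of -1.55 (adjusted p = 3.0e-10 from camera, and adjusted p = 0.056 with an estimated correlation). Mitochondrial ribosomal proteins were higher for 75 of 78 genes (76 when adjusted over the list alone), with a median of 0.91, and cytosolic ones for 78 of 80, with a median of 0.72. Regulators of mitochondrial biogenesis had a median of 0.72, and stromal and osteoblast markers one of 2.19.

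Single genes changed further. The metallothionein gene Mt3 had a log2 fold change of 8.91 and was listed at 0 in 2 of the 3 BMM libraries. Slc9b2, a sodium-proton exchanger, had one of 6.78, Scin, an actin-severing protein, one of 6.63, and Mst1r, a receptor tyrosine kinase, one of 6.51, all higher in osteoclasts. Chil3, a chitinase-like protein of myeloid cells, had a log2 fold change of -7.30, Prtn3, a granule protease, one of -5.66, and Lcn2, a granule protein, one of -5.44, all lower in osteoclasts.

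Granule protein genes and Ighm, an immunoglobulin gene, were nearly lost in osteoclasts: 9 of 9 tested neutrophil markers were lower, with a median log2 fold change of -5.95, and the most abundant in BMMs, S100a9, stood at 1726 TPM there, while Ighm fell from 59.4 ± 2.38 TPM to 1.26 ± 0.0469 TPM (SD, n = 3 each). Scaling of TPM between the groups does not account for it, as the median of the neutrophil list was -6.15 after median-ratio scaling. A loss of every other marrow lineage by day 4 predicts no higher marker, but of the 21 tested markers of other lineages 5 were higher and 14 lower. The 5 higher ones were stromal and osteoblast genes and the T cell gene Trac. All tested neutrophil, dendritic cell, B cell and mast cell and basophil markers were lower, so a loss of these lineages is not argued against. Granulocytic cells present in the BMM cultures and gone by day 4 may explain the 9 lower neutrophil markers, but the loss of these transcripts within the same cells predicts the same values, and the 2 cannot be told apart from bulk RNA. None of the 10 neutrophil markers is held by another list, the methods select BMMs by adherence and name no sort, and a change during differentiation stays open as untested.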

How the results depend on the processing

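At an absolute log2 fold change of at least 1, 1673 genes were higher and 941 lower, against 5585 and 2901 without that limit, since fewer genes can pass. Leaving out 1 library gave 4998 to 5818 higher and 2527 to 2929 lower genes, and the other alternatives kept both counts within 1.5 times. Under median-ratio scaling, quantile normalization and rescaling without abundant genes, each of which lowers the median log2 fold change of all genes, 1 mitochondrial β-oxidation gene was lower and 1 peroxisomal gene was higher in each, against 0 and 4 as deposited. The peroxisomal count was 2 without BMM replicate 1 and 6 without osteoclast replicate 3, the range over left-out libraries, and the cause was not tested. With an estimated correlation, the adjusted p from camera was 0.060 for the TCA cycle, 0.27 for complex I, 0.19 for complex II, 0.18 for complex III, 0.27 for complex IV, 0.19 for complex V, 0.25 for mitochondrial β-oxidation, 0.16 for oleate biosynthesis and 0.084 for osteoclast markers, so these calls rest on the preset correlation, while over all other alternatives they had an adjusted p of 0.013 or lower. Mitochondrially encoded genes, at 0.072 from camera, passed with fry (0.020), no filter (0.027), median-ratio scaling (0.021) and quantile normalization (0.036). Over left-out libraries, their adjusted p from camera ranged from 0.0031 without osteoclast replicate 3 to 0.18 without osteoclast replicate 2. With an estimated correlation it was 0.61, and the causes were not tested. The cell cycle list, not called by camera under any alternative, was called toward osteoclasts by fry (adjusted p = 0.024), a test that does not compare the list with other genes. Mean Cpt1a in BMMs was 114 TPM after median-ratio scaling, 114 after quantile normalization and 154 after rescaling, which also gave 80.0 in osteoclasts, 0.532 as Cpt1b mean TPM in BMM libraries and 0.709 and 2.34 for Cpt1c in BMMs and osteoclasts, while quantile normalization gave 0.685 for Cpt1c in BMMs. Rescaling multiplies all genes of a library alike. It gave no value for genes it removes, among them Ctsk and the mitochondrially encoded genes. Over the 86 named genes, 1221 of 1271 values under alternatives kept the call or its absence, 29 lost the call and 21 gained it. Of the values where either fit called the gene, 0 changed sign. Genes called in neither fit could change sign, such as Mpc1, at a log2 fold change of 0.14 as deposited and -0.07 after median-ratio scaling. With the replicate number as a block, 5502 genes were higher and 2821 lower, mitochondrially encoded genes had an adjusted p of 0.034 from camera, mt-Nd3, mt-Co3 and Gm23935, all 3 chosen after their values were seen, gained the call, and mt-Co2 lost it (adjusted p = 0.065 from limma). Libraries of a like number share only a number: their deviations from the group means correlated at -0.068 to -0.0028, against -0.065 to 0.10 for unlike numbers, and 0 of 6 libraries correlated best with their own number. Unknown depth leaves the precision of low genes open.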

Differences from the paper's values

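The paper's supporting data give RT-qPCR values at day 0 and day 4 for 6 osteoclast genes, set here beside the ratio of mean TPM of osteoclasts over BMMs. Whether both were measured on the same cultures is not given in the sources used here. For Ctsk the paper's mean is 861 (SD 141, n = 3) and the TPM ratio is 489. For Atp6v0d2 the paper's mean is 8.46 (SD 0.704, n = 3) and the TPM ratio is 4.08. For Ocstamp the paper's mean is 3770.1 (SD 156, n = 3) and the TPM ratio is 583, over a mean of 0.283 TPM in BMMs. Under each alternative set before the data were examined that gives a value, these 3 ratios stayed more than 1.5 times below the paper's means, and rescaling without abundant genes gives none for Ctsk, which it removes. The other 3 genes lay closer: the paper's means are 309.9 for Acp5, 5.93 for Nfatc1 and 9.15 for Fos, and the TPM ratios are 243, 5.76 and 6.77. For Fos the difference exceeded 1.5 times under median-ratio scaling, quantile normalization and rescaling. All 6 genes were higher in osteoclasts by both measures.

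The paper describes fatty acid oxidation genes of peroxisomes as lower in osteoclasts, with Abcd3 among its examples. Of 14 genes of peroxisomal β-oxidation, 6 were lower, 4 were higher and 4 did not pass the test with limma. Abcd3 had a log2 fold change of -0.04 (standard error 0.07, adjusted p = 0.60 from limma). Abcd3 was called lower under median-ratio scaling, quantile normalization and rescaling without abundant genes, alternatives set before the data were examined, and under no other. After median-ratio scaling, Amacr was the only gene of the peroxisomal list called higher, and the lower genes outnumbered it. The paper tested hit counts with DESeq2 rather than TPM as deposited, so the difference may rest on the scaling of the libraries. The grouping of genes also differs: the paper's heat map puts Cpt1a and Crat, which belong to the mitochondrial carnitine shuttle here, under peroxisomal genes, and Amacr and Acaa1a, which are in the peroxisomal list here, under mitochondrial genes. Their log2 fold changes were -0.77, -0.23, 2.51 and 0.22 in that order. Abcd4, which the paper names among its peroxisomal genes, is not in the peroxisomal β-oxidation list here. Crat lost its call when any 1 of the 3 BMM libraries was left out, and Acaa1a lost its call under the same 3 scalings as above.

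The paper describes the genes of the ETC as all higher in osteoclasts. Of the 77 nuclear genes tested 77 were higher, and of 12 mitochondrially encoded genes 8 were higher. mt-Nd3, mt-Nd6, mt-Co3 and mt-Atp6 did not pass the test, at log2 fold changes of 0.95, 1.07, 0.74 and 0.44, and those outside the rule for named genes were chosen after their values were seen. All 4 were called higher without osteoclast replicate 3 and mt-Co3 also without BMM replicate 2. mt-Nd3, mt-Co3 and mt-Atp6 were low, at a mean of 12.7, 4.75 and 1.01 TPM over all libraries. Of their sequence windows, 97.0%, 99.8% and 99.4% lie in another annotated transcript, so their levels are uncertain. mt-Nd4l and mt-Co2, low and shared as well, were called higher. mt-Nd6 had a mean of 739 TPM and 0% of its windows shared. All other mitochondrially encoded genes with a mean above 100 TPM were called higher. Whether the paper's supplemental plots of ETC genes hold mitochondrially encoded genes is not known, as they were not among the material used.

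The paper ranks the TCA cycle and oxidative phosphorylation as the most significant upregulated pathways by Ingenuity. Among the 28 lists used here, which are other gene sets under another test, complex I ranked 6 and the TCA cycle 7 by camera. The mitochondrial ribosome ranked 1, the cytosolic ribosome 2 and the osteoclast markers 5, all toward osteoclasts. Oxidative phosphorylation was split here into complexes of 4 to 36 genes, while the 2 ribosome lists held 78 and 80. Larger lists can reach smaller p-values, and the 77 nuclear genes of oxidative phosphorylation were not ranked as 1 list. The ranks therefore do not speak against the paper's order. This order of lists also depends on the preset correlation. With an estimated correlation, the TCA cycle had the smallest unadjusted p from camera toward osteoclasts (0.0043, against 0.0090 for osteoclast markers, 0.19 for the mitochondrial ribosome, 0.20 for complex I and 0.28 for the cytosolic ribosome).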

Other observations

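The tests of possible explanations in this part were chosen after the result was seen, except the matched random lists and the shared sequence of the mitochondrially encoded genes other than mt-Atp8, a gene also chosen after its values were seen. Glycolysis genes were mostly higher in osteoclasts, with 13 of 19 higher and 1, Hk3, lower by limma (adjusted p = 0.0063 from camera, and adjusted p = 0.44 with an estimated correlation). 2 genes were lower without osteoclast replicate 3, and 2 after median-ratio scaling. Ldhb, a lactate dehydrogenase subunit, rose from 26.8 ± 1.21 TPM to 274 ± 12.7 TPM (SD, n = 3 each), and the hexokinase gene Hk3 fell from 496 ± 2.46 TPM to 149.7 ± 19.7 TPM. Of 8 genes of glutamine use, 7 were higher (8 when adjusted over the list alone; adjusted p = 0.0061 from camera, and adjusted p = 0.18 with an estimated correlation), and the glutamine transporter gene Slc1a5 measured 25.1 ± 0.546 TPM in BMMs and 229 ± 18.2 TPM in osteoclasts (SD, n = 3 each). Lysosomal genes went both ways, with 6 of 16 higher and 8 lower (adjusted p = 0.020 from camera, and adjusted p = 0.19 with an estimated correlation), and 1 higher and 9 lower after median-ratio scaling. This list lost its call after rescaling without abundant genes (adjusted p = 0.18 from camera), which left 13 of its genes. The cathepsin gene Ctsl had a log2 fold change of -1.41. Among genes of fatty acid uptake, activation and lipolysis, 5 of 16 were higher and 8 lower (adjusted p = 0.060 from camera), and 3 higher and 9 lower after median-ratio scaling. The list passed with no filter (adjusted p = 0.048 from camera), with the filter at 5 TPM (0.034) and with fry (0.0017), and had an adjusted p of 0.27 from camera with an estimated correlation. Cd36, a fatty acid receptor, fell from 2133 ± 35.4 TPM to 484 ± 48.8 TPM (SD, n = 3 each), and Acsl1, a long-chain acyl-CoA synthetase, rose from 9.84 ± 0.231 TPM to 43.5 ± 2.96 TPM.

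Of 10 genes of fatty acid synthesis, 4 were lower, 1, Elovl1, was higher and 5 did not pass the test (adjusted p = 0.075 from camera, and adjusted p = 0.031 without osteoclast replicate 3, in a range of 0.017 to 0.27 over all alternatives). 2 of its genes were higher without osteoclast replicate 2. Of 5 genes of the carnitine shuttle, 3 were higher and 2 lower (adjusted p = 0.87 from camera, 0.87 with an estimated correlation and 9.3e-04 from fry), and 1 was lower when any 1 of the 3 BMM libraries was left out. Of 23 cell cycle genes, 7 were higher and 3 lower (6 and 2 when adjusted over the list alone, adjusted p = 0.85 from camera). After median-ratio scaling 2 were higher and 9 lower, and 1 was lower when any 1 of the 3 BMM libraries was left out. Pcna, a replication factor, fell from 578 ± 4.09 TPM to 343 ± 11.8 TPM (SD, n = 3 each). Peroxins had an adjusted p of 0.11 from camera, 0.27 with an estimated correlation, 0.019 with no filter and 4.3e-06 from fry. Among markers of other cells, 2 of 2 tested dendritic cell genes, 2 of 2 B cell genes and 1 of 1 mast cell and basophil genes were lower by limma. The 1 tested T cell gene, Trac, was higher at 0.281 ± 0.160 TPM in BMMs and 5.56 ± 0.615 TPM in osteoclasts (SD, n = 3 each), the 1 tested endothelial gene, Vwf, did not pass the test, and 0 of 7 erythroid genes passed the filter.

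Nuclear genes of oxidative phosphorylation were higher in osteoclasts, with a median log2 fold change of 1.15. Scaling of TPM does not account for the whole rise, as their median was 0.94 after median-ratio scaling. Transcript length, GC content and abundance are argued against as the cause, since none of 10000 random lists matched on them had a median as high, the highest being 0.72, and the share with the observed list counted is 0.0001, the smallest these lists can give. A loss of granulocytic and other cells that raises every remaining gene alike predicts a like shift of all genes, whose median was 0.19. This bears only on a uniform shift, since a loss of cells may raise some genes more than others, which was not tested. A rise of these genes during differentiation may be a biological change, but bulk RNA cannot tell it apart from a changed mix of cells. It stays a hypothesis found and tested on the same 6 libraries.

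Levels of mitochondrially encoded genes were uneven, with 6 of 13 genes at a mean of 0.673 to 12.7 TPM and 7 at 739 to 7772 TPM. Reads shared with nuclear copies of mitochondrial DNA and left uncounted may account for part of it: 5 of the 6 low genes, mt-Nd3, mt-Nd4l, mt-Co2, mt-Co3 and mt-Atp6, have at least 50% of their 150-base windows in another annotated transcript. Among the 7 abundant genes 1, mt-Nd4, does as well at 59.2%, which the test allowed for none, and the treatment of such reads is not given, so it stays open. For mt-Atp8 it stays open too, since 0% of its windows but 99.4% and 99.4% of those of its neighbours mt-Co2 and mt-Atp6 lie in another annotated transcript, and sequence outside annotated transcripts was not searched. No biological explanation was tested, and those of these genes outside the rule for named genes were chosen after their values were seen.

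Xist and Tsix, which overlap in part on opposite strands and were chosen after their values were seen, were listed at 0 in all 6 libraries, while Y-linked transcripts were present in each, with a lowest value of 3.66 TPM over 4 Y-linked genes. The libraries may therefore all come from male mice, a hypothesis, as the sex of the donors is not given in the sources used here. Of the 4 tested sex-linked genes, 1, Eif2s3y, was higher in osteoclasts by limma, and after median-ratio scaling 0 were higher and 2 lower. Without osteoclast replicate 1, 1 was lower.

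The 6 libraries can be split into 3 and 3 in 10 ways, the real split included, which is too few for a share under 0.05, and 1 split, the real one, gave the highest count of each result. It called 8486 genes, 77 nuclear genes of oxidative phosphorylation, 18 TCA cycle genes, 14 mitochondrial and 10 peroxisomal β-oxidation genes and 6 oleate biosynthesis genes with limma. The highest count of any other split was 0 for each of these, and 88 genes at an unadjusted p under 0.05. Each other split puts libraries of both cell types in both groups. Differences between the cell types then count as spread within groups, so low counts follow from the design and give no measure of chance.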
